# Comparative transcriptional profiling of canine acanthomatous ameloblastoma and homology with human ameloblastoma

**DOI:** 10.1038/s41598-021-97430-0

**Published:** 2021-09-07

**Authors:** Santiago Peralta, Gerald E. Duhamel, William P. Katt, Kristiina Heikinheimo, Andrew D. Miller, Faraz Ahmed, Angela L. McCleary-Wheeler, Jennifer K. Grenier

**Keywords:** Cancer models, Gene expression, Cancer genomics, Cancer models, Head and neck cancer, Oral cancer, Oncogenesis, Oncology

## Abstract

Ameloblastomas are odontogenic tumors that are rare in people but have a relatively high prevalence in dogs. Because canine acanthomatous ameloblastomas (CAA) have clinicopathologic and molecular features in common with human ameloblastomas (AM), spontaneous CAA can serve as a useful translational model of disease. However, the molecular basis of CAA and how it compares to AM are incompletely understood**.** In this study, we compared the global genomic expression profile of CAA with AM and evaluated its dental origin by using a bulk RNA-seq approach. For these studies, healthy gingiva and canine oral squamous cell carcinoma served as controls. We found that aberrant RAS signaling, and activation of the epithelial-to-mesenchymal transition cellular program are involved in the pathogenesis of CAA, and that CAA is enriched with genes known to be upregulated in AM including those expressed during the early stages of tooth development, suggesting a high level of molecular homology. These results support the model that domestic dogs with spontaneous CAA have potential for pre-clinical assessment of targeted therapeutic modalities against AM.

## Introduction

Ameloblastoma is an epithelial tumor of odontogenic origin that is rare in people, but relatively common in domestic dogs^1–4^. Despite its histologically benign features and a low metastatic potential, canine acanthomatous ameloblastoma (CAA) exhibits locally invasive behavior with a tendency to infiltrate adjacent structures including the jawbone, similar to human ameloblastoma (AM)^3–7^. Although e*n bloc* surgical excision is the current treatment of choice that allows long-term remission^4–7^, this is a technically complex and invasive procedure that often results in patient disfigurement and dysfunction^8–10^. By contrast, radiation therapy and marginal excision are less invasive options but are associated with a higher rate of persistence and recurrence^11–14^. Thus, novel therapeutic modalities, including small molecule tumor driver inhibitors, are attractive alternatives that may improve outcomes while minimizing side-effects. However, development of effective therapeutic approaches requires robust models of disease and identification of druggable targets associated with oncogenesis.

Recent discoveries by us and others reveal mutually exclusive RAS-RAF-MAPK pathway activating mutations suggesting conserved molecular mechanisms in AM and CAA^15,16^. The MAPK pathway, which regulates cell survival, is of major interest given that it is a widely used target for several different tumors expressing driving mutations^17,18^. Indeed, several small molecules have FDA approval for treatment of various types of cancers that harbor RAS-RAF-MAPK pathway activating mutations, e.g., colorectal cancer and melanoma. Current evidence also suggests that such approach may be effective for therapeutic management of AM^19–21^. However, in vivo models amenable to large scale clinical trials are lacking, thus making the relatively common spontaneous CAA an attractive pre-clinical model for these studies.

Since CAA has clinical, histomorphological, tumor biological, and mutational similarities to AM^16,22^, and compared to existing laboratory animal models, domestic dogs develop spontaneous tumors that recapitulate the environmental, genetic, immunological, metabolic, pharmacological, and clinical complexities of human oncogenesis^23–25^, CAA represents a suitable pre-clinical model to test novel therapies for AM. Moreover, the high incidence of CAA compared to AM provides a readily available patient population, while simultaneously offering client-owned dogs an opportunity to benefit from rational and potentially more effective, less detrimental interventions. However, aside from shared oncogenic mutations, the molecular basis of CAA and the degree of homology with AM are still incompletely known. Therefore, the aim of this study was to compare the global transcriptional profile of CAA to that of AM. For this, healthy gingiva (HGIN) and canine oral squamous cell carcinoma (COSCC) served as controls for non-tumoral tissue and a different oral neoplasm, respectively.

## Results

### Clinical samples

Study material consisted of cryopreserved fresh tissue samples and archived formalin-fixed paraffin-embedded (FFPE) tissues obtained from 37 client-owned dogs of variable age, breed, and sex, representing 20 CAA,12 COSCC, and 5 HGIN samples (Table 1, Supplemental Table S1). Of 37 samples available, 25 corresponding cryopreserved samples, representing 12 CAA, 8 COSCC and 5 HGIN samples, were profiled with RNA-seq. 

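Each of the 25 RNA-seq samples came from a different dog and gave 1 strand-specific, single-end library of poly-A RNA. The authors trimmed the reads with cutadapt, mapped them with tophat to Ensembl CanFam3 and its gene annotation, and estimated with Cuffdiff the fragments of each gene in each sample. The deposited values used here are these estimated counts, which carry no normalization, and the FPKM that Cuffdiff computed from them after scaling each library. Of the estimated counts of the 24580 genes, 99.49% were whole numbers, and 4372 genes had no fragment in any sample. The estimated counts of a sample summed to between 11247492 and 17449608 fragments in the 12 CAA samples, with a median of 15123414. In the 8 COSCC samples the sums ran from 8321275 to 19007924 (median 14048783), and in the 5 HGIN samples from 9148081 to 16676408 (median 13579608). The counts were rounded to whole numbers and normalized by the TMM method, and 1 quasi-likelihood model of edgeR was fitted to all 25 samples in 3 groups, without covariates, over the 14828 genes that its filter on low counts kept. A gene was called differentially expressed when its p-value, adjusted over these genes by the Benjamini-Hochberg method, was under 0.05, its fold change was at least 2 and its mean FPKM was over 10 in at least 1 of the 2 groups compared. These limits are those the paper states for stringent differentially expressed genes, with edgeR in place of Cuffdiff. Single genes were also compared by two-sided exact permutation tests of log2(FPKM + 0.1), and their p-values were adjusted over the 171 tests made. These include genes picked on the same samples, by non-overlap or for Fig. 6A, whose small p-values can lower the other adjusted p-values. The files list genes by Ensembl identifiers without positions, and the tables of differentially expressed genes in the paper's supplement gave symbols for 1539 of the identifiers. For 3 dogs the sample labels and the paper differ, although no comparison uses these entries. The age of cases 23 and 24 is 12 years in the paper and 10 years in the labels, and the tumor of case 4 was in the caudal maxilla in the paper and in the rostral maxilla in the labels. Neither source gives a sequencing date or batch for each sample, but the labels of the series place the reads of the 12 CAA samples, and not those of the other groups, in a separate project. If these were sequenced apart from the others, batch and group cannot be told apart in any comparison of CAA with HGIN or COSCC.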

An additional 12 samples were used to complement RNA-seq data validation assays including reverse transcriptase quantitative PCR (qPCR) and immunohistochemistry (IHC) assays. The mutational profile of 28 of the 37 samples had previously been reported using a candidate gene approach^16^. Briefly, results showed that 15 of the 16 (93.8%) analyzed CAA samples harbored *HRAS* p.Q61R somatic mutations, 2 of the 8 (25%) analyzed COSCC analyzed harbored *BRAF* p.V600E somatic mutations, and 1 of the 8 (12.5%) analyzed COSCC samples harbored an *HRAS* p.Q61L somatic mutation.

**Table 1:** Case description and assays performed.

Case no.	Diagnosis	HRAS/BRAF status	Molecular assays		Immunohistochemistry		
			RNA-seq	qPCR	EMT markers*	pERK1/2**	ODAM**
1	CAA	*HRAS* p.Q61R	Yes	Yes	< 20%	ND	ND
2	CAA	*HRAS* p.Q61R	Yes	Yes	50%	++	ND
3	CAA	*HRAS* p.Q61R	No	Yes	ND	ND	ND
4	CAA	*HRAS* p.Q61R	Yes	Yes	90%	ND	+++
5	CAA	*HRAS* p.Q61R	Yes	Yes	ND	ND	ND
6	CAA	*HRAS* p.Q61R	Yes	Yes	50%	ND	ND
7	CAA	*HRAS* p.Q61R	Yes	Yes	ND	ND	ND
8	CAA	*HRAS* p.Q61R	Yes	Yes	ND	++	ND
9	CAA	*HRAS* p.Q61R	No	Yes	ND	ND	ND
10	CAA	*HRAS* p.Q61R	No	Yes	ND	ND	ND
11	CAA	*HRAS* p.Q61R	Yes	Yes	< 20%	ND	ND
12	CAA	*HRAS* p.Q61R	Yes	Yes	75%	++	ND
13	CAA	*HRAS* p.Q61R	Yes	Yes	ND	+++	ND
14	CAA	*HRAS* p.Q61R	Yes	Yes	50%	ND	+++
15	CAA	*HRAS* p.Q61R	No	Yes	ND	+++	ND
16	CAA	WT	Yes	Yes	90%	ND	ND
17	OSCC	WT	No	Yes	ND	ND	ND
18	OSCC	*BRAF* p.V600E	Yes	Yes	ND	++	ND
19	OSCC	WT	Yes	Yes	ND	ND	ND
20	OSCC	WT	Yes	Yes	ND	+	ND
21	OSCC	WT	Yes	Yes	ND	ND	ND
22	OSCC	*HRAS* p.Q61L	Yes	Yes	ND	+	ND
23	OSCC	WT	Yes	Yes	ND	+++	ND
24	OSCC	*BRAF* p.V600E	Yes	Yes	ND	ND	ND
25	HGIN	WT	Yes	Yes	ND	ND	ND
26	HGIN	WT	Yes	Yes	ND	ND	ND
27	HGIN	WT	Yes	Yes	ND	ND	ND
28	HGIN	WT	Yes	Yes	ND	ND	ND
29	CAA	ND	No	No	ND	++	ND
30	CAA	ND	No	No	ND	+++	ND
31	CAA	ND	No	No	ND	+++	ND
32	CAA	ND	No	No	ND	++	ND
33	OSCC	ND	No	No	ND	+++	ND
34	OSCC	ND	No	No	ND	+++	ND
35	OSCC	ND	No	No	ND	+++	ND
36	OSCC	WT	Yes	No	ND	ND	ND
37	HGIN	WT	Yes	No	ND	ND	ND

*Results are shown as a percentage of the area of each tumor exhibiting a staining pattern consistent with EMT, as described in the text.

**Symbols denote the intensity of the signal observed as follows: weak (+), intermediate (++), or strong (+++). Scores of IHC results were not compared due to limited number of cases available for staining.

Abbreviations: *CAA* canine acanthomatous ameloblastoma, *HGIN* healthy gingiva, *OSCC* canine oral squamous cell carcinoma, *EMT* epithelial-to-mesenchymal transition, *WT* wild type, *ND* not determined.

### Differential gene expression, cluster analysis and validation assays

Of the 24,580 annotated dog genes (CanFam3, Ensembl gene build), RNA-seq revealed 1,195 genes differentially expressed (q < 0.05) in CAA when compared to HGIN, 898 genes in OSCC compared to HGIN, and 414 genes in CAA when compared to COSCC (Fig. 1, Supplemental Tables S2–4). 

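Of the 14828 genes tested, 1086 were called differentially expressed between CAA and HGIN, of which 571 were higher and 515 lower in CAA. Between COSCC and HGIN, 973 genes were called, 747 of them higher and 226 lower in COSCC, and between CAA and COSCC 291 genes were called, 77 higher and 214 lower in CAA. Among all 24580 genes, before the filter on low counts, the mean FPKM was over 10 in at least 1 of the groups compared for 8373, 8636 and 8512, respectively. Of the alternatives tried, a test against a 2-fold change in place of a 2-fold minimum changed the count for CAA and HGIN by the largest ratio, to 197 genes, and no minimum FPKM, chosen after seeing the data, by the largest number of genes, to 2396. With the CAA samples left out of the fit, COSCC against HGIN gave 191 genes, all of them among the 973. Leaving out each of the 25 samples in turn gave from 814 to 1171 genes for CAA against HGIN, from 631 to 1260 for COSCC against HGIN and from 212 to 413 for CAA against COSCC. The 631 genes, 482 higher and 149 lower in COSCC, were those called without HGIN case 37. Without COSCC case 19 the genes lower in COSCC rose from 226 to 388, and without COSCC case 36 the genes higher in CAA than in COSCC rose from 77 to 118.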

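The estimated counts were variance-stabilized with DESeq2 for the 20194 genes with at least 1 fragment, and the first 3 principal components of the 25 samples held 26.6%, 13.6% and 9.13% of their variance. Hierarchical clustering with Euclidean distance and the ward.D criterion, divided into 3 clusters, placed the 12 CAA samples in a cluster of their own and 6 of the 8 COSCC samples in another. The third cluster held the 5 HGIN samples together with COSCC cases 19 and 21. Thus 23 of the 25 samples lay in a cluster led by their own group. With only the 500 most variable genes, 20 did, since 4 CAA samples joined 7 COSCC samples and COSCC case 19 stayed with HGIN. The nearest neighbor of every CAA sample was another CAA sample and that of every HGIN sample another HGIN sample, but the nearest neighbor was of the same group for 1 of the 8 COSCC samples. In a permutational analysis of variance the group accounted for 37.9% of the squared distances among CAA and HGIN samples (permutation test, p = 0.00019) and for 22.1% among COSCC and HGIN samples (p = 0.00238).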

Principal component analysis and unsupervised hierarchical cluster analysis were performed using independent algorithms with all samples clustering according to tumor/tissue type (Fig. 2). 

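For the 11 genes of Table 2, dlog2FPKM was computed as each sample's log2(FPKM + 0.1) less its mean over the 5 HGIN samples. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes were under 0.05 for 6 of the 11 genes in CAA against HGIN, 6 in COSCC against HGIN and 5 in CAA against COSCC. When adjusted over the list alone, the counts were 6, 7 and 9, but the study chose these genes on the same samples, so they are not independent evidence. SULF1 (ENSCAFG00000007673) had a mean FPKM of 138.6 ± 114.1 (SD, n = 12) in CAA, 19.4 ± 12.6 (SD, n = 8) in COSCC and 4.82 ± 1.91 (SD, n = 5) in HGIN. Its log2 fold change was 4.79 in CAA against HGIN (standard error 0.725, adjusted p = 0.000263 from edgeR) and 2.83 in CAA against COSCC (standard error 0.524, adjusted p = 0.00332 from edgeR), and all 12 CAA samples lay above every HGIN sample. IL13RA2 (ENSCAFG00000018230) had a log2 fold change of 4.66 in CAA against HGIN (standard error 1.30, adjusted p = 0.012 from edgeR), and again every CAA sample lay above every HGIN sample. Its differences between COSCC and HGIN (2.58, standard error 1.18) and between CAA and COSCC (2.08, standard error 0.913) were not past the threshold, with adjusted p-values from edgeR of 0.119 and 0.15. On the mean of log2(FPKM + 0.1), however, IL13RA2 was higher in CAA than in COSCC (two-sided exact permutation test, p = 0.000651, adjusted 0.00242). In 7 of the 12 CAA samples it was above every COSCC sample. Between COSCC and HGIN no difference was detected (two-sided exact permutation test, p = 0.622). Over the 6 alternatives the adjusted p for CAA against COSCC ran from 0.00692, with limma on log2(FPKM + 1) and the only one past the threshold, to 0.199, and for COSCC against HGIN from 0.0337, with DESeq2 and again the only one, to 0.55. For PNOC (ENSCAFG00000008307) and TNFRSF11B (ENSCAFG00000000834) the log2 fold changes in CAA against HGIN were 6.23 and 2.98 (adjusted p = 0.0154 and 0.0138 from edgeR), and these calls held with each of the 25 samples left out in turn.

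**Figure D1:**
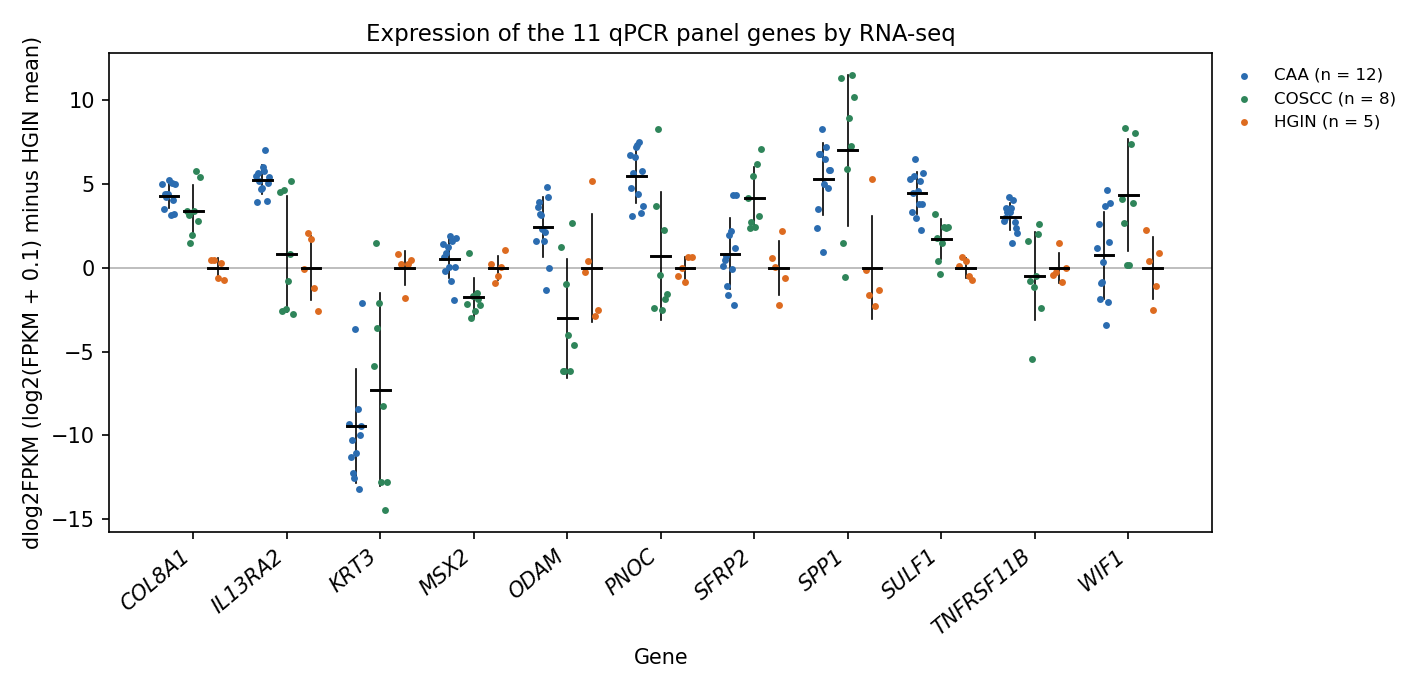
dlog2FPKM of the 11 genes of Table 2 (vertical axis, log2 units relative to the HGIN mean) in each dog, by group, with black bars for the group means and thin lines for 1 SD on either side. For SULF1 the mean of the 12 CAA samples was 4.45 and that of the 8 COSCC samples 1.74.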

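In COSCC against HGIN, 4 of the 6 calls of the same panel were lost when 1 sample was left out. SFRP2 (ENSCAFG00000008353) and WIF1 (ENSCAFG00000000364) were higher in COSCC by 4.54 and 5.86 on the log2 scale (adjusted p = 0.0182 and 0.0224 from edgeR). Without HGIN case 37 their adjusted p-values were 0.0518 and 0.0563, and that of WIF1 was also 0.0513 without HGIN case 26 and 0.0527 without HGIN case 28. PNOC was higher in COSCC by 5.41 (adjusted p = 0.0345 from edgeR), which fell to 1.47 with an adjusted p of 0.354 without COSCC case 20, whose FPKM was 281.8. Leaving out any 1 of the 5 HGIN samples also raised the adjusted p of PNOC above 0.05, to between 0.0629 and 0.0763. For SULF1 the log2 fold change was 1.97 (adjusted p = 0.0311 from edgeR), with an adjusted p of 0.0541 without COSCC case 18 and of 0.0632, 0.0711 and 0.0836 without HGIN cases 25, 28 and 37. TNFRSF11B differed by 0.63 with a standard error of 0.783, and the sign turned with limma on log2(FPKM + 1), to -0.28. When only the COSCC and HGIN samples were fitted, the adjusted p-values of SULF1, PNOC and WIF1 rose to 0.0593, 0.147 and 0.0705. Over the 6 alternatives tried for each gene they ran from 0.00493 to 0.0672 for SULF1, from 0.000285 to 0.518 for PNOC and from 3.08e-05 to 0.0705 for WIF1. In CAA against COSCC, SFRP2 and WIF1 changed by -2.98 and -4.18 (adjusted p = 0.0297 and 0.0218 from edgeR). The adjusted p of SFRP2 was 0.0646 without COSCC case 36 and ran from 0.00357 to 0.117 over its alternatives, being above 0.05 with sex as a covariate and when only CAA and COSCC were fitted. That of WIF1 ran from 0.00069 to 0.0673, the latter with limma on log2(FPKM + 1). In CAA against HGIN the changes of SFRP2 and WIF1, 1.56 and 1.68, were smaller than 2 standard errors.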

To validate the RNA-seq profiles, 11 genes differentially expressed in at least one of the three pairwise comparisons (i.e., CAA vs HGIN, COSCC vs HGIN, and CAA vs COSCC) were selected for qPCR. Overall, excellent agreement between RNA-seq and qPCR results was found (Fig. 3A, Supplemental Figure S5), including extending the observation of altered gene expression for samples outside the RNA-seq cohort. For biological validation of *ODAM*, one of the differentially overexpressed genes in CAA, expression of the ODAM protein was assessed by IHC in two CAA samples. We found cytoplasmic and nuclear expression of ODAM in CAA tumor cells (Fig. 3B, Supplemental Figure S6). Moreover, ODAM expression was multifocal and without segregation to basal or suprabasilar neoplastic epithelial cells. 

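The FPKM of ODAM (ENSCAFG00000002882) was 258.3 in HGIN case 27, from 3395 fragments, and between 0.863 and 9.27 in the other HGIN samples. Among the COSCC samples it was 45.8 in case 24 and 16.6 in case 18, followed by 3.57 in case 21, 0.338 in case 22 and 0.194 in case 36. No fragment of ODAM was counted in COSCC cases 19, 20 and 23, which allows up to 3 fragments in each of these libraries. The 12 CAA samples ran from 2.74 to 199.3 FPKM, a range that HGIN case 27 lay above and that included 3 of the 8 COSCC samples.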

Although protein expression was not confirmed with IHC in HGIN or COSCC samples, RNA-seq and qPCR results also showed *ODAM* to be relatively highly expressed in 1 of the 5 HGIN samples, and in 2 of the 8 COSCC samples (Supplemental Figure S5), demonstrating that its expression is not exclusive to CAA, as would be expected based on previous studies^26–28^.

**Figure 1:**
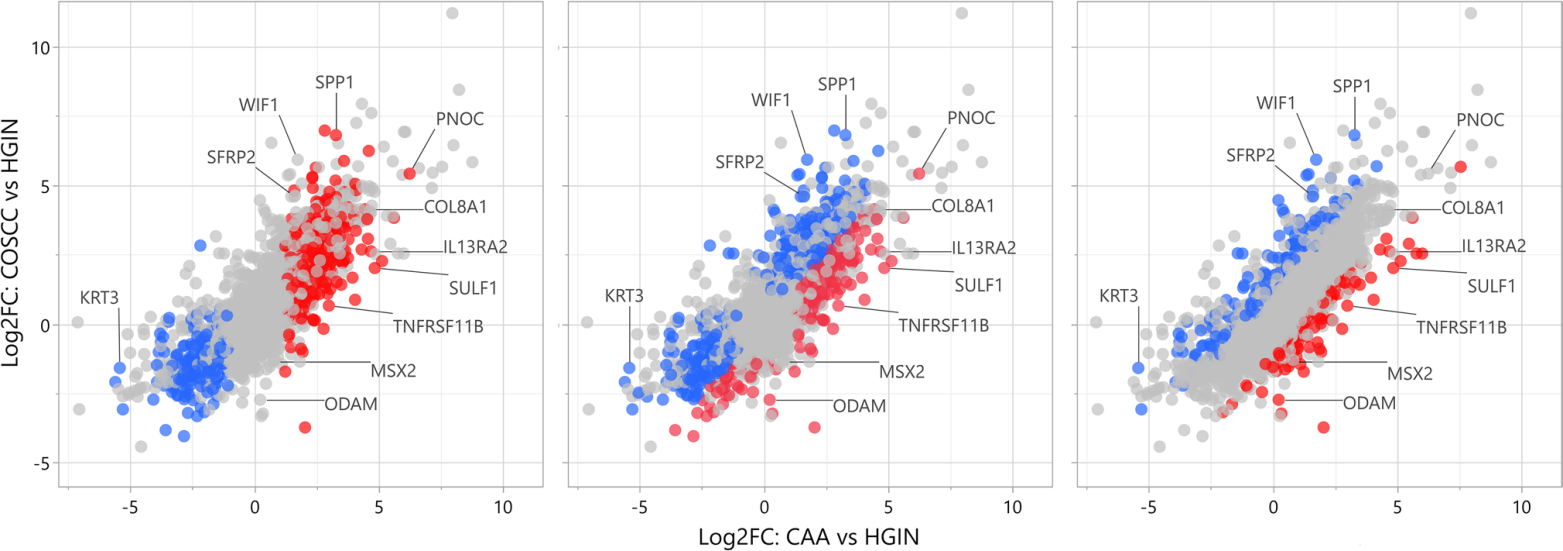
Scatterplots showing patterns of differential gene expression in CAA and COSCC according to log2-fold change (Log2FC) values relative to HGIN. Each point, regardless of color, corresponds to an individual gene; only expressed genes are depicted. The eleven labeled genes correspond to those that were used for qPCR validation assays. The three panels differ only by coloration of individual genes. Panel (**A**) shows 783 genes that were found to be significantly upregulated (red) and 412 that were downregulated (blue) in CAA compared to HGIN when applying stringent differential expression criteria. The colored (red and blue) points in panel B depict 1507 genes that were found to be differentially expressed in one or both tumors when compared to HGIN (i.e., CAA vs HGIN or COSCC vs HGIN), with red points corresponding to those that were upregulated in CAA versus COSCC, and blue points corresponding to those that were downregulated in CAA versus COSCC. Panel C shows 142 genes that were significantly upregulated (red) and 272 genes that were significantly downregulated (blue) in CAA versus COSCC regardless of how they compared to HGIN. Abbreviations: *HGIN* healthy gingiva, *OSCC* canine oral squamous cell carcinoma, *CAA* canine acanthomatous ameloblastoma.

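The 1086 genes called between CAA and HGIN included 632 whose CAA and HGIN samples did not overlap in normalized log2 counts, and 435 of these had a symbol. Chance gives 0.0323% among genes not selected for a difference, so it is no measure for the 632, which come from genes already called. Among the 435, the largest log2 fold change was that of SCUBE3 (ENSCAFG00000001298), at 7.57 with a standard error of 1.25 (adjusted p = 0.000371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HGIN libraries held only 3 to 25 fragments of SCUBE3, against 650 to 16999 in CAA libraries. BPIFB4 (ENSCAFG00000007356) and TRDC (ENSCAFG00000011098) had log2 fold changes of 6.02 and 5.69 and adjusted p-values from edgeR of 0.00312 and 0.00114. No HGIN library held more than 60 fragments of either gene, so the size of these changes rests on few fragments in HGIN. Among the same 435 genes, the largest decreases besides that of KRT3 were those of LGALS7 (ENSCAFG00000024191), at -5.31 with a standard error of 0.892, and PLA2G4F (ENSCAFG00000009914), at -5.09 with a standard error of 1.22, with adjusted p-values from edgeR of 0.000395 and 0.00467. KLK8 (ENSCAFG00000002896) and CALML3 (ENSCAFG00000024733) changed by -4.72 and -3.95, with adjusted p-values from edgeR of 0.00649 and 0.00253. The direction of these 7 genes and their adjusted p under 0.05 held in each of the 25 fits that left out 1 sample.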

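Together, 1555 genes were called in CAA or COSCC against HGIN. Of these, 504 were called in both tumors, 582 in CAA alone and 469 in COSCC alone. The 504 shared genes changed in the same direction in both tumors, which the same 5 HGIN samples in both comparisons and the choice of genes called in both largely fix. The estimated log2 fold change between CAA and COSCC, whether or not it passed the threshold, was above 0 for 485 of the 1555 genes and below 0 for 1070. A gene called in 1 tumor alone is not thereby shown to differ between the tumors, and 84 of the genes called between CAA and COSCC were outside the 1555.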

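Of the 291 genes called between CAA and COSCC, 11 had no overlap between the 12 CAA and 8 COSCC samples, and 10 of these had a symbol. The 0.00159% that chance gives holds for genes not selected for a difference, unlike these. The genes named here are the 5 with the largest increase among the 10, and both that were lower in CAA. KCNJ15 (ENSCAFG00000009817) had a log2 fold change of 2.97 (standard error 0.423, adjusted p = 0.000565 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a mean FPKM of 39.0 ± 18.0 (SD, n = 12) in CAA and 5.04 ± 3.90 (SD, n = 8) in COSCC. NTRK2 (ENSCAFG00000001380), HAS3 (ENSCAFG00000020294), RAPGEF5 (ENSCAFG00000002731) and DDIT4L (ENSCAFG00000010626) were higher in CAA by 2.97, 2.54, 2.32 and 2.14 on the log2 scale, with adjusted p-values from edgeR between 0.000459 and 0.00281. YPEL3 (ENSCAFG00000017095) and SH3BGRL3 (ENSCAFG00000012567) were lower in CAA, with log2 fold changes of -1.29 and -1.22 and adjusted p-values from edgeR of 0.00288 and 0.00152. All 7 kept their call in each of the 25 fits that left out 1 sample. On the log2(FPKM + 1) scale with limma, 165 genes were called between CAA and COSCC, and the balance of directions turned over, with 133 higher and 32 lower in CAA.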

**Figure 2:**
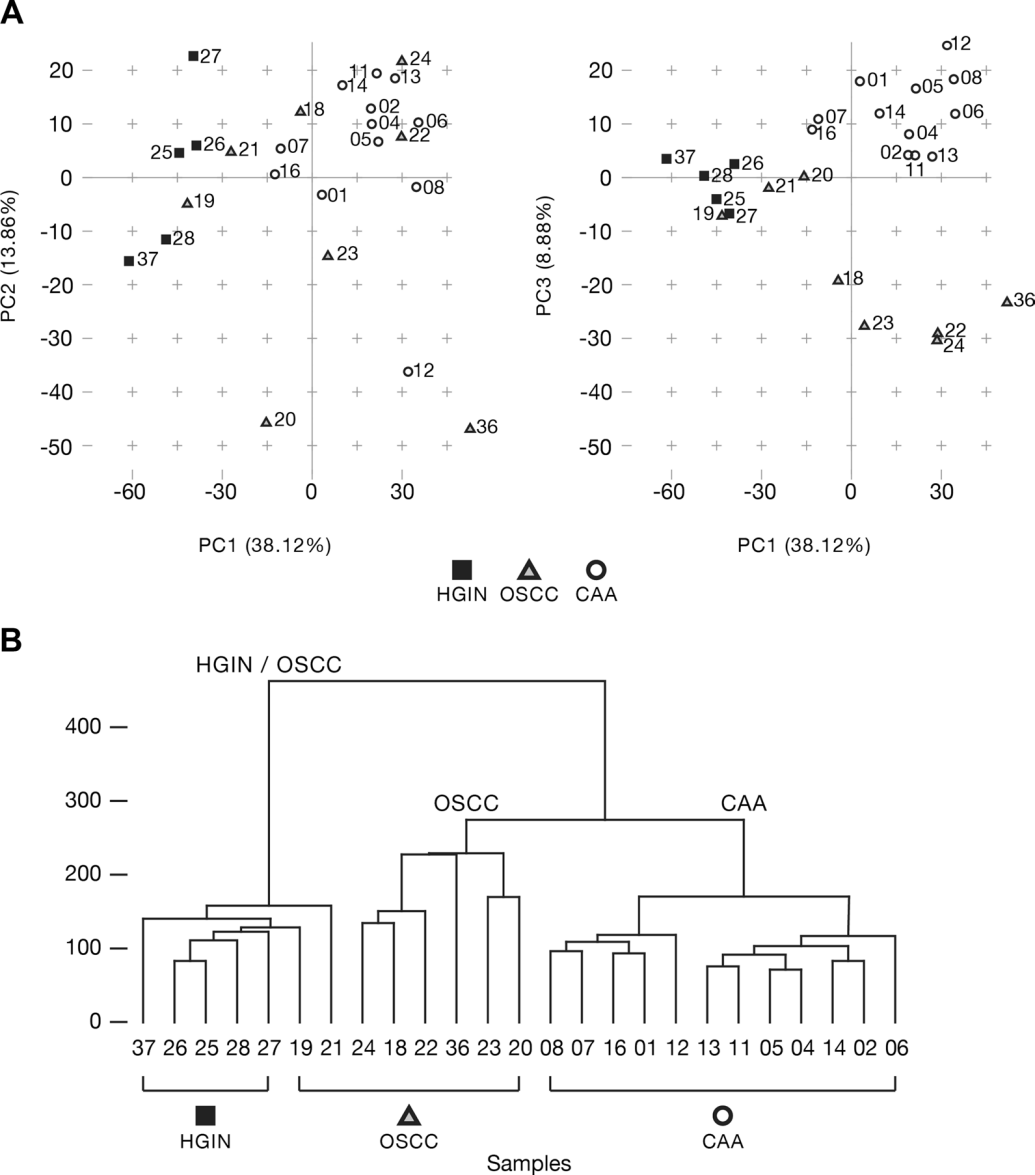
Unsupervised sample clustering. Principal component analysis (panel **A**) and hierarchical clustering (panel **B**) independently showed CAA clustering apart from COSCC and HGIN. Abbreviations: *HGIN* healthy gingiva, *OSCC* canine oral squamous cell carcinoma, *CAA* canine acanthomatous ameloblastoma.

**Figure 3:**
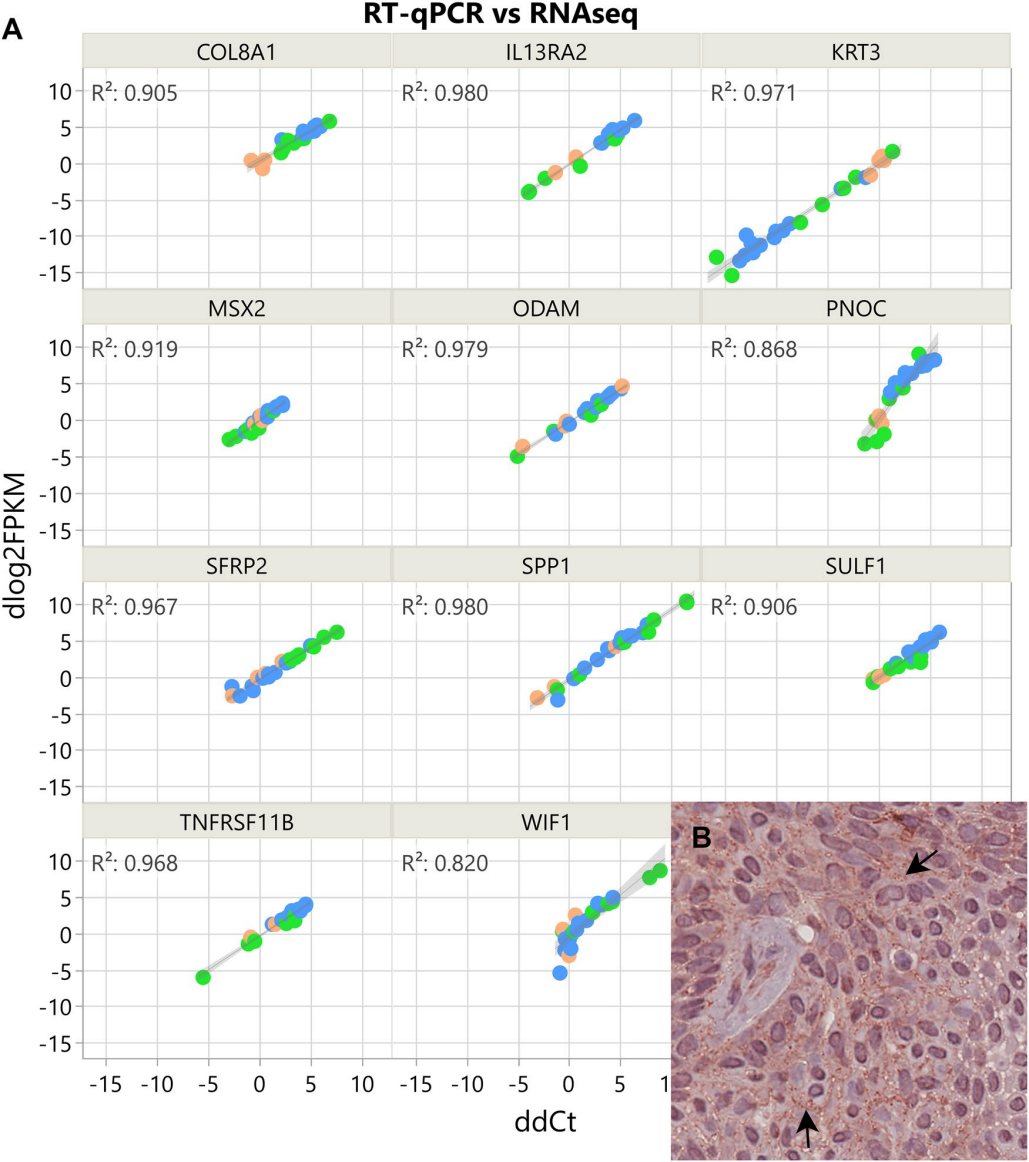
Results of qPCR and IHC validation assays. Panel (**A**) shows the results of qPCR assays (ddCt, X axis) of 11 genes, plotted against the results of RNA-seq (dlog2FPKM, Y axis), where dlog2FPKM is the difference between the log2(FPKM) value for each sample compared to the average log2(FPKM) for healthy gingiva control samples. The measurements with both gene expression quantification platforms were in excellent agreement for all phenotypes including CAA (blue), COSCC (green) and HGIN (orange); the points lying close to the line were best reproduced between the two experiments. Panel (**B**) corresponds to a × 40 photomicrograph showing cytoplasmic and nuclear ODAM immunoreactivity (black arrows) of proliferating neoplastic epithelium in one of the CAA cases analyzed.

### Functional enrichment analyses

To gain mechanistic insights, Gene Set Enrichment Analysis (GSEA)^29^ and Ingenuity Pathway Analysis (IPA, QIAGEN Inc.) software were applied to all three pairwise comparisons. The MSigDB Hallmark, C2 Canonical Pathways and C6 Oncogenic Signature gene set collections were used for GSEA^30^, while IPA was used to identify biological pathways and molecules predicted to be activated (Fig. 4, Supplemental Tables S7–10). Notable enriched gene sets in CAA and COSCC when compared to HGIN included those associated with oncogenic *KRAS* signaling, epithelial-to-mesenchymal transition (EMT), extracellular matrix (ECM) protein production, angiogenesis, and inflammation. Relevant biological pathways predicted to be activated included RAS, ERK1/2, P38 MAPK, JNK, PI3K, AKT, NFKB, VEGF, TGFB.

**Figure 4:**
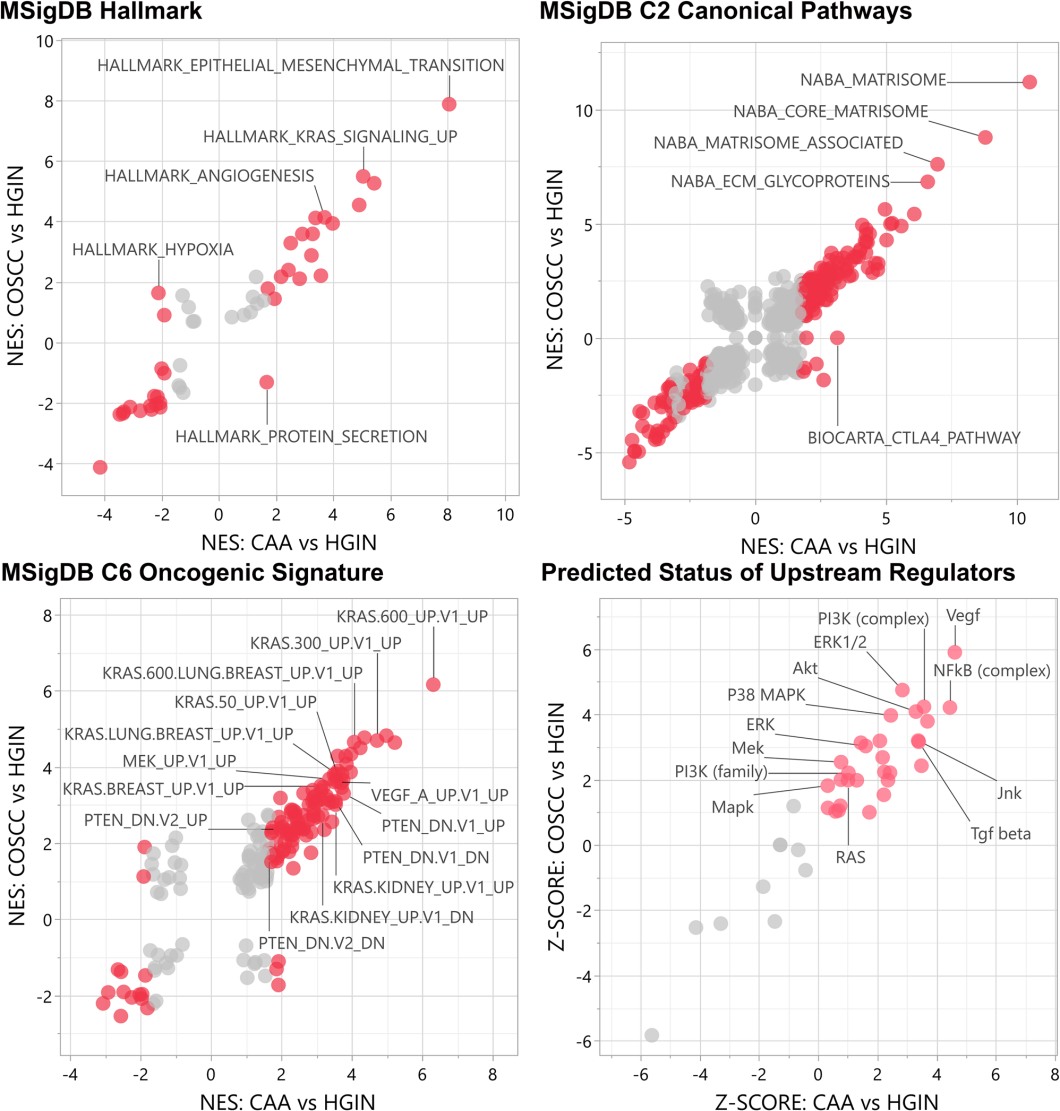
Functional enrichment analyses. The top two and the bottom left scatterplots depict normalized enrichment scores (NES) as calculated by GSEA, for represented gene sets from MSigDB for analyses of CAA compared to HGIN and COSCC compared to HGIN. Gene sets differentially enriched or depleted (i.e., FDR q-value < 0.05) in CAA compared to HIGN appear in red. The scatterplot on the bottom right depicts the predicted status of biologically relevant pathways based on z-scores calculated by IPA; groups predicted to be activated (i.e., Z-score > 0) in CAA compared HIGN appear in red. For all graphs, some of the most relevant gene sets or pathways are labeled. Abbreviations: *HGIN* healthy gingiva, *OSCC* canine oral squamous cell carcinoma, *CAA* canine acanthomatous ameloblastoma.

### Immunohistochemistry (IHC)

In order to validate the functional enrichment analyses, we performed phosphorylated ERK1/2 (pERK1/2) IHC, as well as pan-cytokeratin (CK) and vimentin (VIM) IHC, to demonstrate downstream MAPK pathway activation and EMT reprogramming of tumor cells, respectively. In the test samples, immunoreactivity for pERK1/2 was multifocal to diffuse with variable nuclear and cytoplasmic expression in neoplastic cells and to a lesser degree, in stromal cells, in some cases (Fig. 5A, B). Loss of CK expression (Fig. 5C) and gain of VIM expression (Fig. 5D) in tumor cells localized along the basal cell layers at the periphery of the islands and cords of neoplastic epithelium, consistent with EMT at the invasive fronts of the neoplasm.

**Figure 5:**
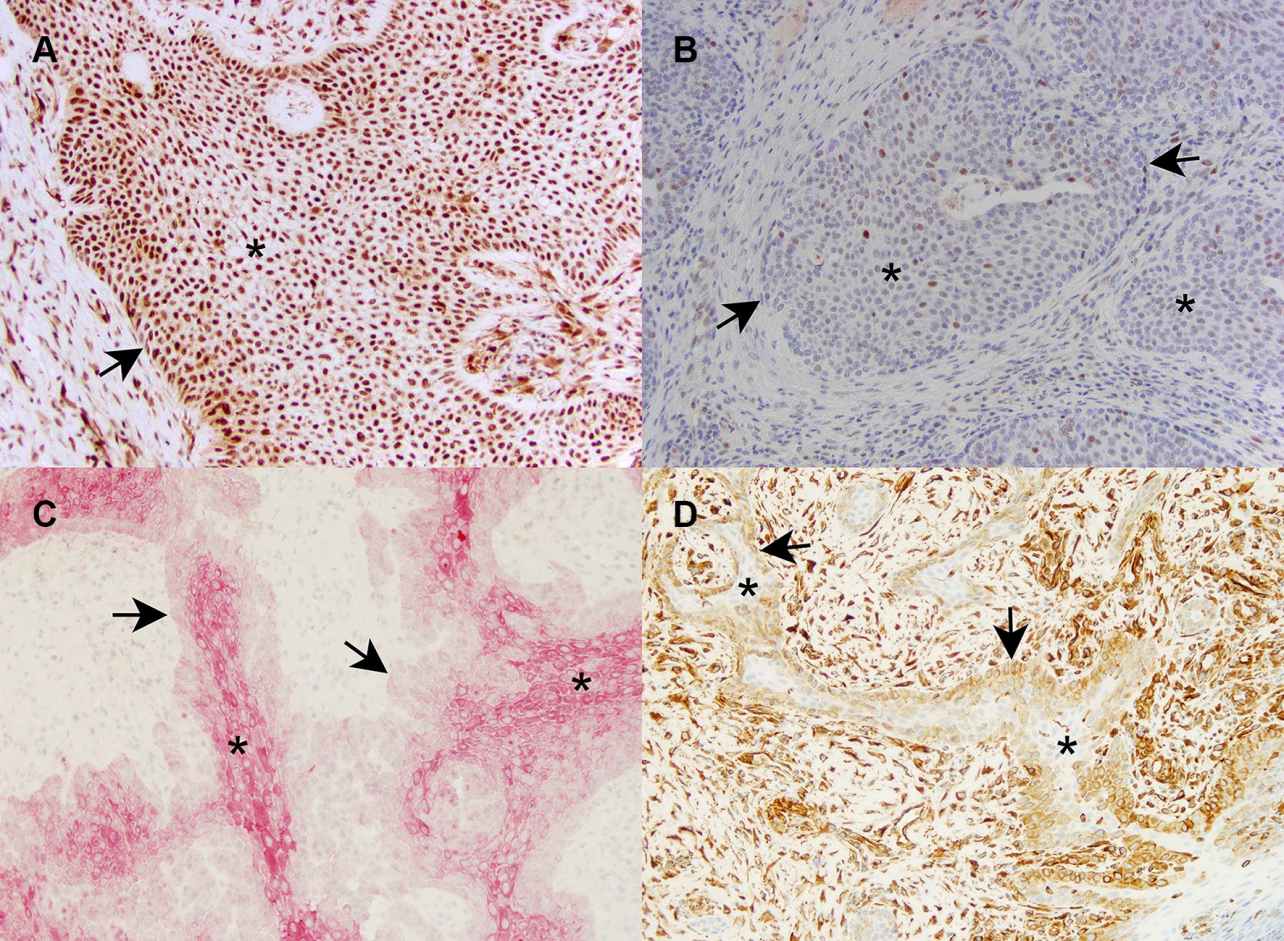
Immunohistochemical validation of MAPK pathway activation and EMT. The asterisks indicate neoplastic cells and the arrows indicate tumor margins. Panels (**A**) and (**B**) are representative photomicrographs of pERK1/2 in CAA (panel **A**, case 15) and COSCC (panel **B**, case 22). Strong and diffuse intranuclear immunolabeling in the neoplastic cells are present in CAA with similar labeling present in stromal cells (**A**). In COSCC, multifocal intranuclear labeling is present in the neoplastic cells at more variable intensity levels (**B**). Panels (**C**) and (**D**) are representative photomicrographs of CK (panel **C**, case 4) and VIM (panel **D**, case 2) immunoreactivity of CAA (IHC, 20X original magnification). Note a gradual increase in cytoplasmic CK expression of epithelial cells from the periphery to the center of neoplastic islands, while the mesenchymal stroma shows no immunoreactivity. Reduced cytoplasmic CK expression along the basal epithelial cell layer at the periphery of neoplastic islands corresponds to cytoplasmic VIM expression, similar to the mesenchymal stroma.

### Molecular homology with AM and dental identity of CAA

To investigate the extent of molecular homology between CAA and AM, GSEA was performed with custom gene sets derived from previously published sets of genes altered in AM when compared to healthy human gingiva^31^. CAA had significant enrichment of corresponding genes known to be upregulated in AM, with most qualifying as leading-edge including *PTHLH*, *FGFR1*, *MMP1*, *MMP2*, *MMP13*, and *COL8A1* (Fig. 6A, Supplemental Table S11). Similarly, a negative enrichment score was observed for genes known to be downregulated in AM.

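In CAA against HGIN, COL8A1 (ENSCAFG00000031675) had a mean FPKM of 38.1 ± 17.1 (SD, n = 12) and 1.75 ± 0.682 (SD, n = 5), a log2 fold change of 4.41 (standard error 0.680, adjusted p = 0.000283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 4.26 and 4.55 with each of the 25 samples left out in turn. Every CAA sample was above every HGIN sample for COL8A1 and for FGFR1 (two-sided exact permutation test, p = 0.000162 for each, the smallest that 12 samples against 5 allow). FGFR1 (ENSCAFG00000005970) had a mean FPKM of 98.0 ± 45.5 (SD, n = 12) in CAA and 20.2 ± 6.34 (SD, n = 5) in HGIN, a log2 fold change of 2.25 (standard error 0.409, adjusted p = 0.000688 from edgeR). The metalloproteinases were also higher in CAA, by less than the threshold of that test. MMP2 (ENSCAFG00000009421) had 141 ± 71.3 FPKM (SD, n = 12) in CAA and 55.7 ± 50.7 (SD, n = 5) in HGIN, with a log2 fold change of 1.29 (standard error 0.567, adjusted p = 0.0934 from edgeR), and passed under 3 of its 6 alternatives, whose adjusted p-values ran from 0.0347 to 0.104. Without HGIN case 26 its adjusted p was 0.0262. MMP1 (ENSCAFG00000015054) had 91.0 ± 67.7 FPKM (SD, n = 12) in CAA and 17.9 ± 20.8 (SD, n = 5) in HGIN, with a log2 fold change of 2.33 (standard error 1.44, adjusted p = 0.236 from edgeR). MMP13 (ENSCAFG00000015043) had 56.8 ± 65.4 FPKM (SD, n = 12) in CAA and 18.7 ± 27.6 (SD, n = 5) in HGIN, where case 27 stood apart at 67.9, and a log2 fold change of 1.59 (standard error 1.34, adjusted p = 0.396 from edgeR). By exact permutation tests of the 12 against the 5 samples, p was 0.00291 for MMP2, 0.00727 for MMP1 and 0.0871 for MMP13, or 0.00732, 0.0155 and 0.121 after adjustment. From the enrichment in CAA of genes known to be upregulated in AM, and the opposite score of those known to be downregulated, the paper concludes that canine and human ameloblastomas have a high degree of transcriptional homology. PTHLH was not analysed here.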

**Figure 6:**
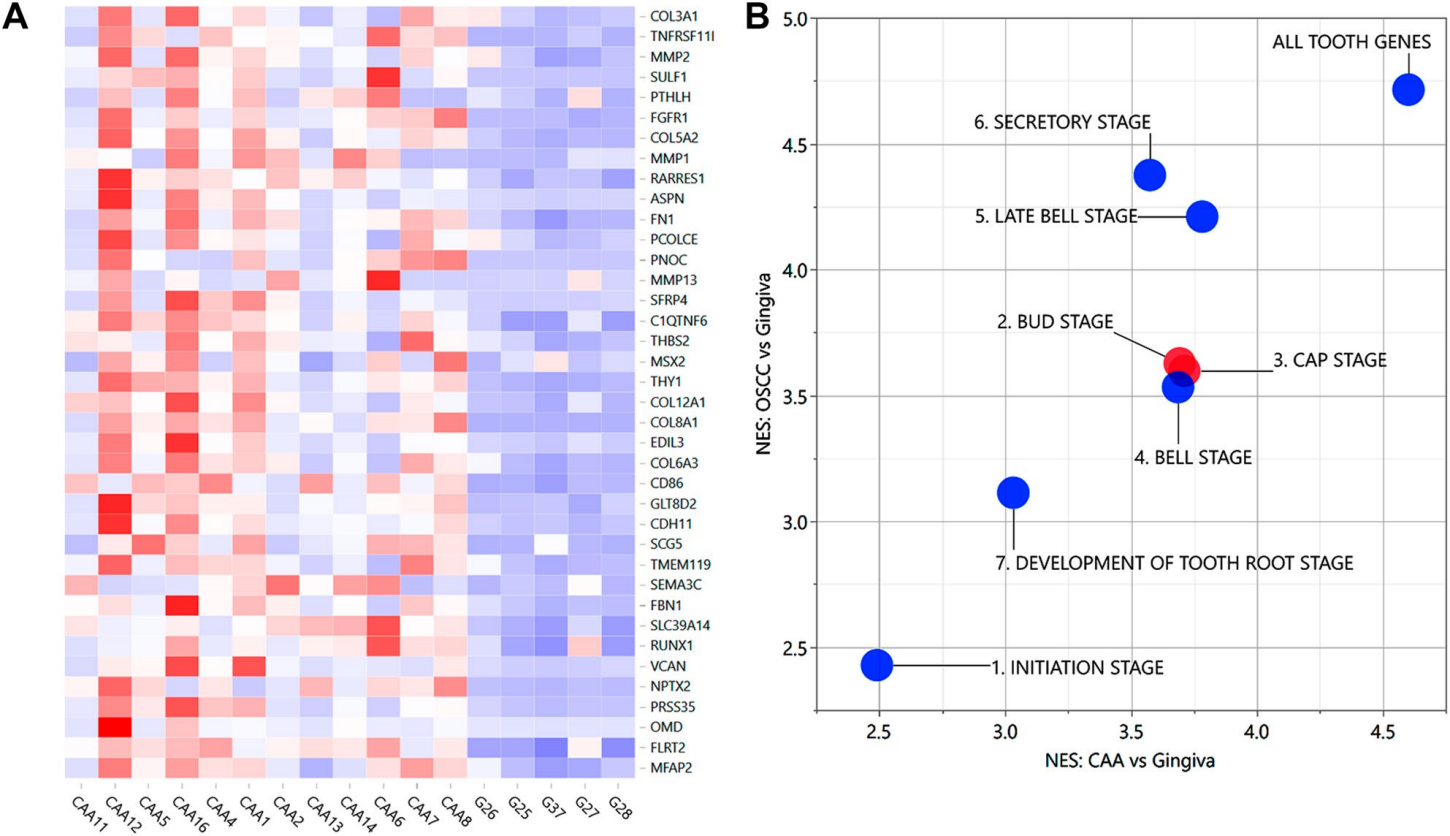
Homology of CAA with AM and dental identity. Panel (**A**) shows a heat map depicting the relative expression of the top 50% leading-edge genes revealed by custom GSEA testing for enrichment of a set of genes known to be upregulated in AM^31^. The heat map shows clear differences between CAA and control samples, and to a much lesser extent, variation among CAA samples. Panel (**B**) shows a scatterplot depicting normalized enrichment scores of custom gene sets of genes known to be involved during different stages of tooth development analyzed with GSEA for CAA relative to HGIN and COSCC relative to HGIN. Red points correspond to gene sets that were significantly more enriched in a separate GSEA analysis of CAA compared to COSCC, and blue points to gene sets significantly more enriched in COSCC compared to CAA. Abbreviations: *CAA* canine acanthomatous ameloblastoma, *COSCC* canine oral squamous cell carcinoma.

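Of the 38 genes of Fig. 6A, 31 could be matched to an identifier through the paper's tables of differentially expressed genes. The study picked these genes on the same samples for their enrichment in CAA, and only those in its tables could be matched, so their direction and tests against HGIN are not independent evidence. All 31 had a positive log2 fold change in CAA against HGIN, with a median of 1.94 and a range from 0.61 for MSX2 to 6.23 for PNOC. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes were under 0.05 for 23 of the 31, and for 27 when adjusted over the list alone. In COSCC against HGIN 30 of the 31 were higher, with a median log2 fold change of 2.25, and 26 passed (29 when adjusted over the list alone). Between CAA and COSCC 11 were higher in CAA, with a median log2 fold change of -0.24, and 5 passed (7 when adjusted over the list alone). Of these 5 genes, 4 were higher in CAA. Between CAA and COSCC, limma's camera test with a preset correlation ranked the 31 genes together as higher in CAA (adjusted p = 0.0273), a call that did not hold under fry (0.342) or with an estimated correlation (0.444). The mean of the row-scaled log2(FPKM + 1) over the 31 genes was 0.382 ± 0.339 (SD, n = 12) in CAA, 0.123 ± 0.602 (SD, n = 8) in COSCC and -1.11 ± 0.417 (SD, n = 5) in HGIN. A difference in this mean between CAA and COSCC was not detected (two-sided exact permutation test, p = 0.233). Single CAA samples ran from -0.197 to 0.960 on this scale and single COSCC samples from -0.767 to 1.21.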

To determine whether CAA tumors overexpress genes known to be active during specific stages of tooth development, GSEA was performed with custom gene sets associated with the initiation, bud, cap, bell, late bell, secretory, and root development stages, as well as a pool of all 303 known dental genes (http://bite-it.helsinki.fi; Fig. 6B, Supplemental Table S12)^32^. When compared to HGIN and COSCC, CAA exhibited a strong dental identity with significant enrichment of genes associated with the cap and bud stages of tooth development. Some of the related genes noted to be overexpressed in CAA compared to HGIN were *PITX2*, *MSX2*, and *RUNX1*.

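MSX2 (ENSCAFG00000016731) had a mean FPKM of 35.5 ± 22.2 (SD, n = 12) in CAA, 21.0 ± 11.2 (SD, n = 5) in HGIN and 8.22 ± 10.8 (SD, n = 8) in COSCC. Its log2 fold change in CAA against HGIN was 0.61, about the size of its standard error of 0.589 (adjusted p = 0.468 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of the 12 CAA samples lay above every HGIN sample. A two-sided exact permutation test of the same samples gave p = 0.335. None of the 6 alternatives passed the threshold, with adjusted p-values from 0.323 to 0.552. Against COSCC, MSX2 was higher in CAA by 2.05 on the log2 scale (standard error 0.531, adjusted p = 0.0199 from edgeR), a call that held in each fit that left out 1 sample, and the exact permutation p was 0.000841. COSCC case 19 stood apart from the other COSCC samples with an FPKM of 34.7. RUNX1 was not analysed here.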

## Discussion

To further understand the molecular pathogenesis of CAA and characterize the extent of homology with AM, we explored the expression profile of CAA using a bulk RNA-seq approach and validated selected proteins by IHC. We found that the expression profile of CAA is dominated by signatures of aberrant RAS signaling and involves activation of the EMT cellular program. Moreover, CAA exhibits a strong dental identity and is enriched with genes known to be upregulated in AM^31–33^. The data suggest a high level of molecular oncogenic program homology of CAA and AM.

The prominent role of RAS signaling in CAA was characterized by enrichment of genes known to be upregulated by oncogenic *KRAS* alleles, and by the predicted activation of canonical and non-canonical MAPK pathways including ERK1/2, p38 MAPK, and JNK^34^. The predicted activation of the PI3K-AKT pathway also coincides with this trend given that aberrant RAS signaling frequently underlies dysregulation of this pathway^35,36^. The finding that RAS signaling contributes to CAA is consistent with its mutational landscape, which includes highly recurrent *HRAS* p.Q61R somatic mutations^5,16^. Given that *HRAS* p.Q61R is one of several mutations that can constitutively activate RAS^36,37^, the results of the present and previous studies^13,16^ suggest that this hotspot mutation acts as a driver in CAA. Interestingly, although not found among the most highly enriched pathways in this study, canonical WNT signaling has been previously documented in CAA using IHC^38^. Such findings would be expected in the context of our results given the close interactions that occur between the WNT and RAS-RAF-MAPK pathways^39^.

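ZEB1 (ENSCAFG00000004023) had a mean FPKM of 7.64 ± 3.04 (SD, n = 12) in CAA and 2.32 ± 1.03 (SD, n = 5) in HGIN, and all 12 CAA samples were above every HGIN sample. Its log2 fold change was 1.69 (standard error 0.447, adjusted p = 0.0086 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 1.48 and 1.92 with each sample left out in turn. For ZEB2 (ENSCAFG00000005497) the mean FPKM was 8.07 ± 3.98 (SD, n = 12) in CAA and 1.92 ± 1.13 (SD, n = 5) in HGIN, a log2 fold change of 2.05 (standard error 0.520, adjusted p = 0.00693 from edgeR), with 11 of the 12 CAA samples above every HGIN sample. As the mean FPKM of both genes was under 10 in both groups, neither counts as an expressed gene by the limit that defined the genes called here.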

Activation of the EMT program in CAA correlates with overexpression of *ZEB1* and *ZEB2*, which are well known transcription factors that regulate this cellular process^40^. Similarly, the pattern of upregulation of mesenchymal markers (e.g., *VIM*)*,* extracellular matrix proteins (e.g., *COL8A1, FN1*), and metalloproteinases (e.g., *MMP1, MMP2, MMP13*), and downregulation of cytokeratins (e.g., *KRT3, KRT10*) are typical features of EMT^41^. It is well established that EMT is a dynamic and reversible process that confers neoplastic cells the phenotypic plasticity required for invasion and migration^40,41^. Therefore, these findings were not surprising considering the locally invasive nature of CAA. Additionally, results align with previous studies of AM^42–44^, further suggesting similarities in molecular oncogenesis with CAA. Likewise, given that ERK1/2, TGF beta and TNF are among the pathways that can activate EMT^41,45^, these results underscore the impact and complexity of the cellular reprograming events that take place when aberrant or dysregulated signaling ensues.

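VIM (ENSCAFG00000004529) had a mean FPKM of 567.1 ± 153.9 (SD, n = 12) in CAA and 224.4 ± 101.0 (SD, n = 5) in HGIN, and 11 of the 12 CAA samples were above every HGIN sample. Its log2 fold change was 1.31 (standard error 0.380, adjusted p = 0.0143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p of 0.0507 in the fit without HGIN case 37. FN1 (ENSCAFG00000014345) had 74.2 ± 31.1 FPKM (SD, n = 12) in CAA and 18.4 ± 11.4 (SD, n = 5) in HGIN, where case 37 stood apart at 2.10, and its log2 fold change was 1.94 (standard error 0.557, adjusted p = 0.014 from edgeR). KRT3 (ENSCAFG00000007322) had 112.9 ± 289.7 FPKM (SD, n = 12; median 3.65) in CAA and 4844 ± 2258 (SD, n = 5) in HGIN, where case 27 was lowest at 1210. Every CAA sample lay below every HGIN sample for KRT3, and the log2 fold change of -5.48 (standard error 1.82, adjusted p = 0.0297 from edgeR) had an adjusted p of 0.0539 without HGIN case 25 and 0.0512 without HGIN case 37. KRT10 (ENSCAFG00000016007) had 10.7 ± 6.30 FPKM (SD, n = 12) in CAA and a median of 48.8 in HGIN, where case 37 reached 1640. Its log2 fold change was -5.32 (standard error 0.769, adjusted p = 0.000243 from edgeR) and -3.48 without HGIN case 37, and 11 of the 12 CAA samples lay below every HGIN sample.

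**Figure D2:**
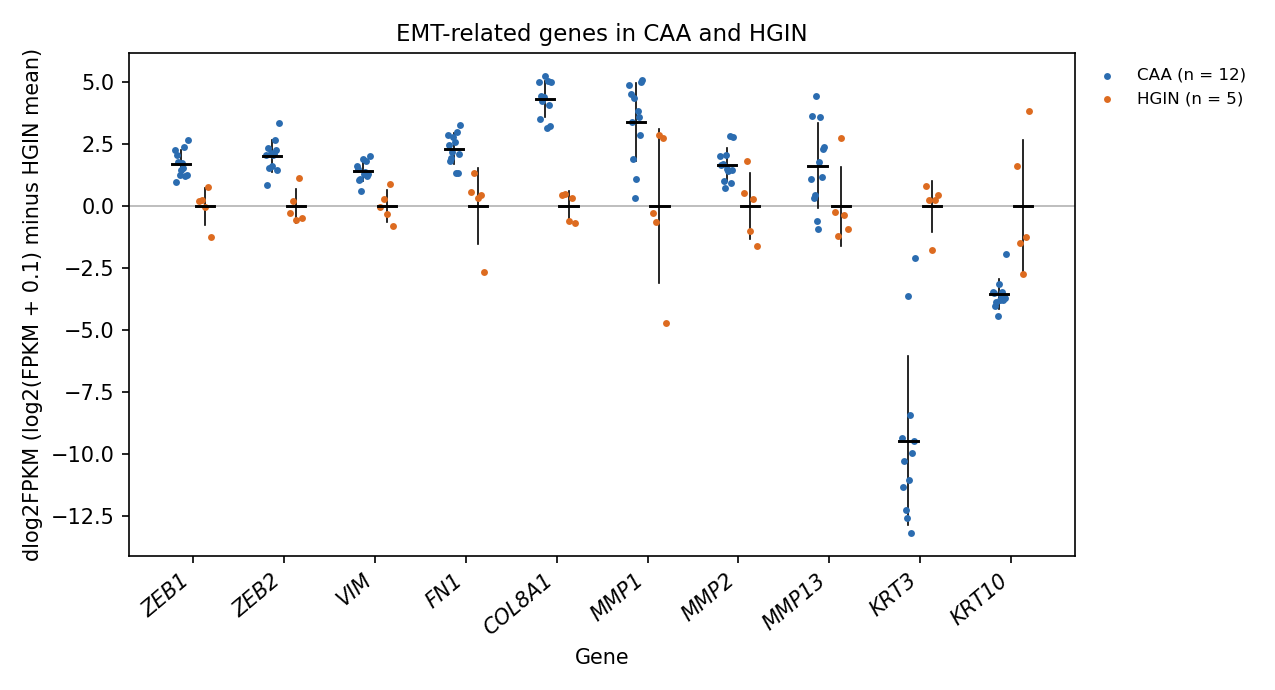
dlog2FPKM of genes named for EMT in each CAA and HGIN dog (vertical axis, log2 units relative to the HGIN mean). Black bars are the group means and thin lines show 1 SD on either side. For VIM the mean in CAA was 1.4 on this scale, and the mean FPKM was 567.1 in CAA and 224.4 in HGIN.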

The remarkable similar behavior of CAA genes that are known to be up- and down-regulated in AM^31^ demonstrate that canine and human ameloblastomas exhibit a high degree of transcriptional homology. Unsurprisingly, the functional enrichment patterns observed in CAA were comparable to those reported in AM, including notable enrichment of some of the same oncogenic gene sets^31^. Similarly, the strong dental identity observed in CAA is consistent with the reported expression profile of AM^32^, including upregulation of *PITX2* and other transcription factors known to regulate the early stages of tooth development^46,47^. Together with the known clinical, radiographic, histological, and mutational similarities^5,16,22^, these findings support leveraging companion dogs with natural disease as a pre-clinical model of AM. Dogs with naturally-occurring CAA would allow rapid investigations into alternative standalone or combined therapeutic modalities that could complement or substitute traditional surgical approaches. Indeed, aside from RAS-RAF-MAPK signaling, several of the other pathways and molecules identified may represent potential therapeutic targets, including PI3K-AKT, metalloproteinases, and VEGF^48–50^. Additionally, the current dataset could be used to investigate other therapeutic strategies, including those related to tumor metabolism. For example, the glutaminase regulators JUN and NFKB^51,52^ were both predicted to be active; given that glutaminase is a key metabolic enzyme in many types of tumors^51–53^, and has been tied to EMT in several contexts^54–57^, this could justify exploring glutaminase inhibitors as a potential targeted approach for the treatment of CAA.

In this study, we elected to also compare the expression profiles of CAA and COSCC given that they represent the two most common oral tumors of epithelial cell origin in dogs, and because RAS-RAF-MAPK activating mutations occur at detectable frequencies in both tumor types making any transcriptional comparisons potentially insightful^3–5,16,58^. 

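The squared Euclidean distances among the 12 CAA and 8 COSCC samples, over the variance-stabilized counts, were divided by group in a permutational analysis of variance. The difference between the 2 tumors accounted for 11.9% of them (permutation test, p = 7e-05). The share stayed between 10.3% and 13.2% with the 500 or 2000 most variable genes, with genes of mean FPKM over 10 and with log2(FPKM + 1), and the largest p among these settings was 0.00285 (permutation test). COSCC samples also lay farther from their own center than CAA samples did, and a permutational analysis of variance does not separate a difference in spread from a shift in position.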

As would be expected based on fundamental differences in biologic behavior^5^, sample clustering analyses showed that CAA and COSCC represent molecularly distinct oncogenic processes. Of note, the expression trends observed in COSCC appeared comparable to those previously reported^59,60^, further confirming the validity and reproducibility of the RNA-seq dataset. 

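The log2 fold changes of CAA and of COSCC against HGIN, from which GSEA ranks genes, were compared across the 8584 tested genes with a mean FPKM over 10 in at least 1 of the 3 groups. They had the same sign for 77.9% of the genes, with a Pearson correlation of 0.81, a Spearman correlation of 0.77 and a total least squares slope of 1.05 for COSCC on CAA. This correlation is across genes, which are not independent replicates, and both comparisons use the same 5 HGIN samples. In 20 simulations, 2 unchanged groups were set against shared controls, with the same dispersion in every group. There the shared controls alone gave on average the same sign for 72.9% of the genes. The Pearson correlation was 0.67 on average (0.63 to 0.70) and the Spearman correlation 0.62. These values hold for equal variation only, whereas the biological coefficient of variation was 0.7337 in COSCC and 0.4426 in HGIN. With the HGIN samples split so that the 2 comparisons shared none, the Pearson correlation was 0.68 on average over 20 splits (0.63 to 0.75), with the same sign for 71.7% of the genes (66.8% to 75.7%). Of the 8584 genes, 48.5% changed more in COSCC than in CAA, and of the 504 genes called in both tumors 293 (58.1%) did.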

Functional analyses showed widespread similarity between CAA and COSCC compared to HGIN, with COSCC typically showing stronger pathway activation. The differences may point to the important clinical and morphological distinctions between the tumor types including benign versus malignant behavior.

Some representative differences between the gene expression profiles of the two tumor types included relative enrichment of genes associated with hypoxia in COSCC. This finding might be explained by the lower proliferation activity, and thus, slower tumor growth found in CAA when compared to COSCC^5^, which likely account for the relatively noticeable infrequent ischemic necrosis in CAA. Another notable functional difference was a more profound predicted loss of PTEN signaling in COSCC compared to CAA. Since PTEN signaling regulates the PI3K pathway^61^, this finding coincides with the higher predicted activation score of PI3K-AKT activity in COSCC. Also, considering the high frequency of *PTEN* and *PIK3CA* mutations in human OSCC^62,63^, such findings justify investigating the mutational status of these pathways in COSCC and CAA.

Apart from functional insights, our RNA-seq data also revealed interesting patterns of expression of a few individual genes. For example, coinciding with human tumors, *SPP1* was significantly overexpressed in CAA when compared to HGIN. 

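The FPKM of SPP1 (ENSCAFG00000009569) had a median of 232.6 in the 12 CAA samples, with a range from 7.64 to 1285, and a median of 1.53 in the 5 HGIN samples. HGIN case 27 stood apart at 160.6 FPKM, while the other HGIN samples lay between 0.724 and 3.56. The log2 fold change was 3.29 with a standard error of 1.60, which did not pass the threshold (adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although 7 of the 12 CAA samples were above every HGIN sample. On log2(FPKM + 0.1) the group means differed (two-sided exact permutation test, p = 0.00162, adjusted 0.00454). The call depended on the model, as the adjusted p was 0.0198 with DESeq2 and 0.0282 with limma on log2(FPKM + 1), within a range of 0.0198 to 0.15 over the 6 alternatives. It also depended on 1 library: without HGIN case 27 the log2 fold change was 7.63 with an adjusted p of 0.00861 from edgeR.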

Osteopontin (OPN), encoded by *SPP1,* is a multifunctional sialoprotein involved with many important biological processes including cell survival via integrin signaling and PI3K-AKT activation, and EMT regulation^64–66^. 

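The 8 COSCC samples ranged from 2.62 to 11890 FPKM for SPP1, with a mean of 3755 ± 4867 (SD, n = 8) and a median of 1318, against a mean of 325.8 ± 356.4 (SD, n = 12) in CAA. Between CAA and COSCC its log2 fold change was -3.59 (standard error 1.16, adjusted p = 0.0533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 6 alternatives the adjusted p ran from 0.00594 with DESeq2, the only one past the threshold, to 0.481 with limma on log2(FPKM + 1). The adjusted p from edgeR was under 0.05 in the fits without CAA case 6 (0.0444), COSCC case 19 (0.0353), COSCC case 20 (0.0298), COSCC case 21 (0.0495) or HGIN case 27 (0.029). On log2(FPKM + 0.1) no difference between the CAA and COSCC means was detected (two-sided exact permutation test, p = 0.27). COSCC was higher than HGIN by 6.88 on the log2 scale (standard error 1.98, adjusted p = 0.0184 from edgeR), a call that was lost when only these 2 groups were fitted (adjusted p = 0.097, in a range of 1.88e-06 to 0.097 over the 6 alternatives). The call held in each of the 25 fits that left out 1 sample, but its size depended on HGIN case 27. In these fits the log2 fold change ran from 6.33 (without COSCC case 24) to 11.22 (without HGIN case 27, adjusted p = 0.00337 from edgeR).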

Not surprisingly, *SPP1* was differentially overexpressed in COSCC compared to CAA, underscoring known differences in biologic behavior^5^. In line with several studies that have investigated the expression levels of *SPP1* and OPN in different types of cancer in people^65,67,68^, these findings might support the use of *SPP1* or OPN expression as prognostic biomarkers in CAA and COSCC.

Another interesting differentially expressed gene was *ODAM*, which encodes a secreted protein normally produced by mature ameloblasts during the secretory stage of tooth development, as well as by junctional epithelium associated with erupted teeth^26–28^. In this context, the overexpression of *ODAM* in all but one of the CAA tumors is consistent with its dental origin. However, *ODAM* has also been shown to be expressed in several types of cancer in people including gastric, lung and breast tumors^28^, so its expression in CAA could also be secondary to other cellular reprogramming events unrelated to the enrichment of genes associated with tooth development. 

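In CAA, ODAM was lowest in case 12 and next lowest in case 16, at 7.05 FPKM, and the other 10 samples lay at 21.5 FPKM or above. The median FPKM was 49.3 in CAA and 5.97 in HGIN, and 11 of the 12 CAA samples were above the HGIN median. The means were closer, at 64.6 ± 58.9 FPKM (SD, n = 12) and 55.1 ± 113.6 (SD, n = 5), because of HGIN case 27. The log2 fold change of CAA against HGIN was 0.24, with a standard error of 1.29 (adjusted p = 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign was not settled, since it fell below 0 in 5 of the 25 fits that left out 1 sample (those without CAA case 13 or HGIN case 25, 26, 28 or 37, down to -0.08) and was 3.86 without HGIN case 27, with an adjusted p of 0.0806. With sex as a covariate it was -0.22, with an adjusted p of 0.916 in a range of 0.149 to 0.936 over the 6 alternatives. A two-sided exact permutation test on log2(FPKM + 0.1) gave p = 0.0614.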

Regardless, the differential expression pattern of *ODAM* in CAA compared to COSCC might justify investigating it as a biomarker.

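Between CAA and COSCC the log2 fold change of ODAM was 3.02, with a standard error of 1.26 (adjusted p = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On log2(FPKM + 0.1) the 12 CAA samples had a higher mean than the 8 COSCC samples (two-sided exact permutation test, p = 0.000437, adjusted 0.00187). Of the 12, 6 lay above every COSCC sample. Limma on log2(FPKM + 1) gave a log2 fold change of 3.77 with an adjusted p of 0.0169, the only one of the 6 alternatives past the threshold, in a range of 0.0169 to 0.136. In the fit without COSCC case 24 it was 4.46, with an adjusted p of 0.0489 from edgeR.

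**Figure D3:**
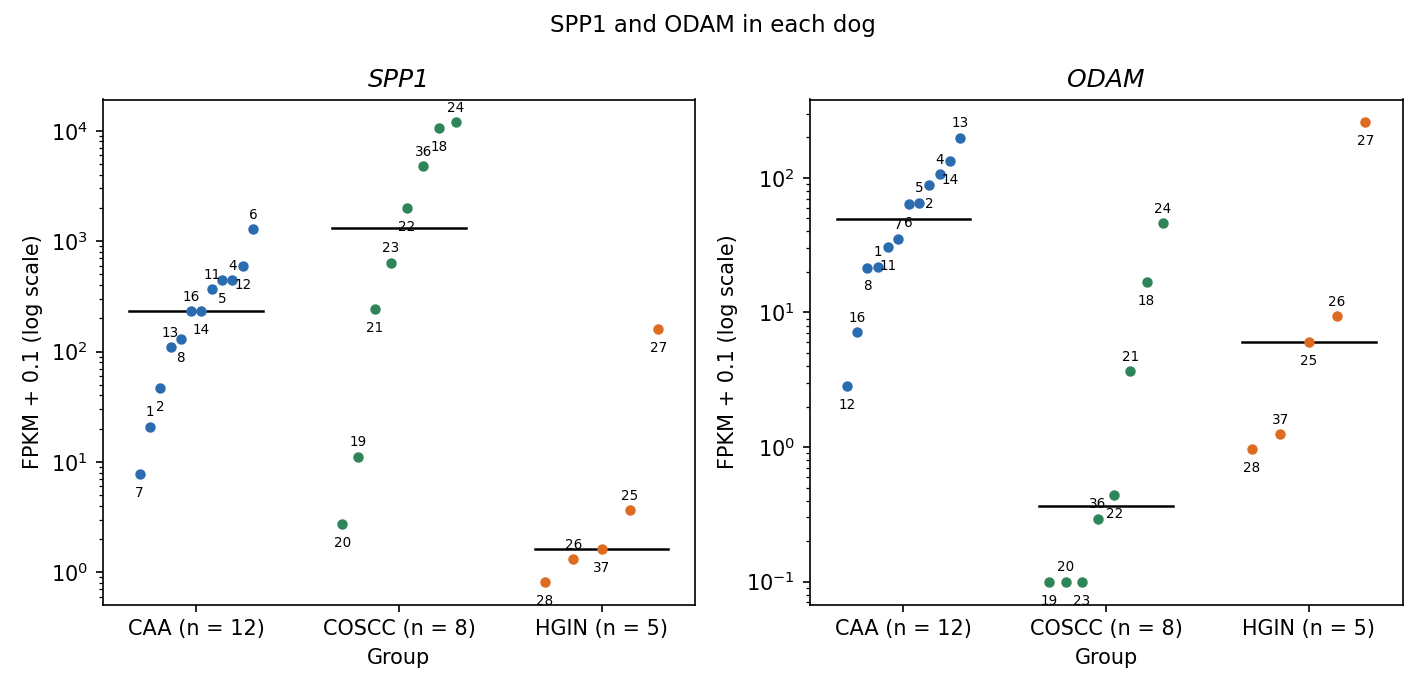
FPKM + 0.1 of SPP1 and ODAM in each dog (log axis), by group, with the case number beside each point and black bars for the group medians. HGIN case 27 is the highest HGIN sample for both genes, at 160.6 FPKM for SPP1 and 258.3 FPKM for ODAM.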

It should be noted that, despite clustering together, variation was observed in the expression profiles of samples within each group. This was expected given that samples were obtained from different anatomical sites from individuals of different demographic characteristics, and during potentially different stages of disease. Additionally, given that bulk RNA-seq lacks single cell resolution^69^, and that tissue and tumor samples are an heterogeneous collection of cell types whose exact relative content cannot be controlled, variation in the expression profile is inevitable. This is further compounded by the molecular complexity and dynamism, and genetic diversity of neoplasms in general.

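The distance of each sample from the center of its group, over the variance-stabilized counts, was 69.4 ± 13.9 (SD, n = 12) in CAA, 117 ± 23.7 (SD, n = 8) in COSCC and 71.1 ± 18.2 (SD, n = 5) in HGIN. COSCC samples lay farther from their center than CAA samples (two-sided exact permutation test, p = 1.59e-05) and HGIN samples (exact p = 0.00155), whereas CAA and HGIN did not differ (exact p = 0.835). The biological coefficient of variation that edgeR estimated within each group was 0.429 in CAA, 0.734 in COSCC and 0.443 in HGIN. The samples farthest from the center of COSCC were cases 36 and 20, at 161 and 144, and the farthest in CAA was case 12, at 99.9.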

We conclude that the molecular pathogenesis of CAA is largely dominated by aberrant RAS signaling, and involves activation of pathways and cellular programs known to play a role in tumorigenesis including canonical and non-canonical MAPK, PI3K-AKT, EMT, TGFB, and VEGF signaling, and altered ECM production; and that it exhibits a very high degree of homology with AM at the transcriptional level including a strong dental identity.

## Methods

### Clinical samples

The FFPE tissues used in this study were archived by the Anatomic Pathology Section at Cornell University’s College of Veterinary Medicine. Histological assessment of tissues was done using routine H&E-stained samples by a board-certified veterinary pathologist (GED); tumors were diagnosed following previously described criteria while blinded to molecular assays^70,71^. Cryopreserved samples were collected during standard-of-care surgical procedures and stored by the Cornell Veterinary Biobank until retrieved for analysis. Sample collection and experimental procedures were performed in accordance with a protocol (#2005-0151) approved by Cornell University’s Institutional Animal Care and Use Committee. Accordingly, informed consent to authorize the use of tissue samples and clinical data for research purpose was obtained from dog owners prior to sample collection, and undue harm was never inflicted to client-owned dogs for the purposes of this study; all methods were performed in accordance with the relevant guidelines and regulations.

### RNA isolation, library preparation and sequencing

RNA was isolated and poly-A RNA-seq libraries were generated as previously described^16^. Briefly, cryopreserved tissues were homogenized in Trizol (Thermo Fisher) using a bead mill without thawing. RNA was isolated following the manufacturer’s protocol with the following modifications: an extra chloroform extraction was added prior to precipitation, 1 μL glycoblue (Thermo Fisher) was added immediately prior to precipitation, and the RNA pellet was washed twice with 75% ethanol. RNA concentration was measured with a Nanodrop (Thermo Fisher) and integrity determined with a Fragment Analyzer (Advanced Analytical). PolyA + -enriched RNA-seq libraries were generated with the NEBNext Ultra II Directional library prep kit (New England Biolabs) using 250 ng input total RNA. Single-end 85 nt reads were generated on a NextSeq500 instrument (Illumina).

### RNA-seq analysis

Raw reads were trimmed for low quality and adaptor sequences and filtered for minimum length with cutadapt software (parameters: -m 20 –q 20 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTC—match-read-wildcards)^72^. Trimmed reads were mapped to the reference genome/transcriptome (Ensembl CanFam3) using tophat v2.0 (parameters—no-novel-juncs—library-type fr-firststrand—G < Ensembl_CanFam3_genes.gtf >)^73^. Differential gene expression was analyzed with cufflinks v2.2^74^; additional filters included defining ‘expressed’ genes (minimum avg(FPKM) > 10 in at least one group) and ‘stringent differentially expressed genes’ (‘expressed’ genes with FDR < 0.05 and minimum twofold change between groups). Clustering analyses were generated in R v3.6.1 using variance-stabilized counts from DEseq2 v1.26.0 and the functions prcomp (principal components analysis) and hclust (hierarchical clustering with Euclidean distance and ward.D criteria). The canine gene symbols were converted to human gene symbols using Biomart (Ensembl) one-to-one orthology assignments for protein-coding genes to enable analysis of MSigDB gene sets with GSEA. GSEA pre-ranked analysis included the Hallmark, C2: Canonical Pathways, and C6: Oncogenic Signature gene sets using log2-fold change values for ‘expressed’ genes for each pairwise comparison with the classic enrichment statistic^75^. The heatmap of leading-edge genes was generated in R from row-normalized FPKM values with d3heatmap v0.6.25.Cuffdiff output files were converted to human gene identifiers and filtered for one-to-one orthologs (Ensembl Biomart) and min FPKM = 1, and uploaded to Ingenuity Pathway Analysis (Qiagen) for pathway analysis.

### qPCR validation

The levels of expression of a subset of differentially expressed genes were validated using real-time reverse transcription polymerase chain reaction (qPCR). cDNA was synthesized as previously described^16^. All cDNA reactions were diluted 20-fold with water prior to qPCR reaction setup. Primer pairs were designed with Primer-BLAST (NCBI), separated by an intron to minimize amplification of residual contaminating genomic DNA and allow identification of alternate amplicons with melt curve analysis. *RPL13A* was selected as the endogenous control gene, as this gene showed minimal variation across samples in the RNA-seq data^76^. Each primer pair was validated using a standard curve of six four-fold serial dilutions of a representative sample of pooled cDNA. A ‘No-RT’ control containing RNA but lacking M-MuLV enzyme and one ‘no template’ control lacking any cDNA sample was included for each primer pair standard curve validation. Primer pairs that did not generate signal in < 35 cycles or that exhibited non-quantitative performance (i.e., < > 2-cycle shifts for fourfold dilution series), non-specific signal in negative controls, or variable amplicon identities as determined by melt curve analysis were excluded. All of the primer pairs in Table 2 passed validation by standard curve testing. Each qPCR reaction was prepared in 8 µL reaction volumes in an optically clear 384-well PCR plate with seal using the Luna Universal qPCR Master Mix (New England Biolabs) with 0.25 µM primers and 4 µL pre-diluted sample cDNA. All reactions were performed in triplicate using a Roche LightCycler 480 instrument. Cycles were as follows: initial incubation 5 min at 95 °C; followed by 45 cycles of 30 s at 95 °C; 30 s at 60 °C; 10 s at 72 °C with data acquisition; and final a melt curve with a ramp from 60 to 95 °C at 2 °C per second. Melt curve analysis was used to identify and exclude reactions with alternative amplicons. For relative quantification estimates for each target gene, the ΔΔCt value [ΔCt_SAMPLE_—ΔCt_REF_] was calculated for each sample, where ΔCt_SAMPLE_ = average (target gene Ct)—average (all endogenous control Ct) and ΔCt_REF_ was defined as the average ΔCt_SAMPLE_ for the normal samples. The normalized relative amount of the target gene is 2 − ΔΔCt^77^.

**Table 2:** Primer pairs used for qPCR.

Target gene	Forward (5′ → 3′)	Reverse (5′ → 3′)	Product (bp)
COL8A1	AAGCGGCACCTAAGAAAGGC	TTTGGTTCCAGGTATCCCATGAC	134
IL13RA2	TGGGTCATCAGAATCCCAGC	AGGTAGTCTGGTGGCATAGG	87
KRT3	CAAGTGAAGACCCAGGAGCG	TGTGATGGAATTTGTGCCTTGC	150
MSX2	CAGGAGCCCGGCAGATACTC	TCTCGGCTTCCGATTGGTC	90
ODAM	AAGGCCAAGACTGATTACTTAAAGG	TGTTAGCATCGAGGAATCAAATG	124
PNOC	ATATGCTGGTGTGGCTGGTACG	GAGCAGCAGGAGGTCACAAAG	136
SFRP2	AGGATGACAACGACATAATGGAAAC	GTCTTGCTCTTGGTCTCCAGG	121
SPP1	TGACCCATCTCAGAAGCAGAC	TCGTCATGGCTTTCATTGGAC	114
SULF1	TGCAACCCAAGACCTAAGGG	ACCTTCCCATCCATCCCATAAC	93
TNFRSF11B	GCGACACAGCTCACAAGAAC	ACGCTGTTCTCACACAGGTC	117
WIF1	GCCAATGTCAAGAAGGCTGG	TTAAGTGAAGGCGTGTGTTGC	115
RPL13A*^76^	GCCGGAAGGTTGTAGTCGT	GGAGGAAGGCCAGGTAATTC	87

Genes, primer pairs, and product size (bp = base pairs) used for qPCR analysis.

*Endogenous control gene.

### Immunohistochemistry (IHC)

Selected FFPE tissue blocks from each case were processed for antigen retrieval and detection by using an automated IHC processor (Leica Bond-Max, Leica Biosystems, Buffalo Grove, Illinois, USA), as previously described^5^. Briefly, sections were dewaxed (cat# AR9222, Bond Dewax Solution, Leica) and processed for epitope retrieval (cat# AR9961 or AR9640, Bond Epitope Retrieval solution, Leica) followed by incubation with the primary antibody. For VIM, the mouse monoclonal IgG2a, kappa anti-vimentin, clone Vim 3B4 (cat# M7020, Agilent Dako, Santa Clara, California, USA) was used. For pERK1/2, a rabbit monoclonal (EPR19401) to ERK1 (phospho T202) and ERK2 (phospho T185) (cat# ab201015, Abcam, Cambridge, United Kingdom) was used. For CK, a mouse monoclonal anti-human clone AE1/AE3 antibody (cat# M3515, DakoCytomation, Carpinteria, California, USA) was used. Next, polymeric alkaline phosphatase conjugated anti-mouse IgG (cat# PV6110, PowervisionTM Poly-AP Anti-Mouse IgG, Leica) was applied followed by Red DetectionTM (cat# DS9390, Bond Refine Red Detection Kit, Leica), and hematoxylin counterstain. For ODAM, FFPE tissue sections were manually deparaffinized in xylene, rehydrated in graded ethanol, and subjected to antigen retrieval by steaming in citrate buffer (10 mM, pH6.0) for 20 min. Then, endogenous peroxidase activity was quenched with 0.3% hydrogen peroxide followed by incubation with rabbit polyclonal anti-ODAM IgG (cat# orb317695, Biorbyt Ltd., Cambridge, UK) diluted 1:300 overnight at 4 °C and 5 h at room temperature followed by incubation with ImmPRESS HRP Anti-Rabbit Ig (Peroxidase) Polymer Detection Kit (Vector Laboratories), Nova Red chromogen (Vector Laboratories), and hematoxylin counterstain. In each assay, a positive control reference tissue was included on the same slide as the sample. Negative controls consisted of a duplicate tissue section of each case incubated with an isotype-matched irrelevant primary antibody. Scoring of pERK1/2 was performed by a board-certified veterinary pathologist (ADM) by defining the following variables: distribution (absent, multifocal, or diffuse), pattern (cytoplasmic or nuclear), labeled cells (neoplastic or stromal), and intensity (none, weak, intermediate, or strong). Scoring of VIM and CK were performed by a board-certified veterinary pathologist (GED) using the same criteria.

## Supplementary Information

Supplementary Tables.

## Data Availability

The gene expression data is available at the NCBI Gene Expression Omnibus (GEO) with accession number GSE175876. All other relevant data is included in the paper.

How the deposited data were processed for this re-analysis (not part of the article)

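RNA-seq was analysed for 25 cryopreserved tissue samples, each from a different dog, with 12 of CAA, 8 of COSCC and 5 of HGIN. Samples were grouped by the diagnosis in the sample labels, which was the same in the paper's tables for every sample. The reads of the CAA samples are placed in a project of their own, so a batch that sets CAA apart was not excluded. The authors trimmed poly-A, strand-specific, single-end reads with cutadapt, mapped them with tophat to Ensembl CanFam3 and its annotation, and ran Cuffdiff over the 3 groups. The deposited estimated counts are the fragments per gene and sample that the authors obtained from Cuffdiff, without normalization and without pooling of replicates. The deposited FPKM values are the authors' fragments per kilobase and per library after Cuffdiff's scaling of each library. The deposited scaled fragments, a signal made by the authors by multiplying the estimated counts of each library by 1 factor, were checked against the counts and not used further. Values for 24580 genes were read, of which 4372 had no fragment in any sample and 192 had a count that was not whole in some sample. Cuffdiff's status was FAIL for 20 values in 7 genes, and these values were kept as deposited. No 2 samples had identical values, and the highest correlation between a pair of samples was 0.9554.

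The depth per sample, from 8321275 to 19007924 fragments, limits the precision of genes with few fragments, and a gene with no fragment in a library may have had up to 3 in expectation. Limits of this kind cover counting error only, and the spread between dogs was taken from the replicates. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on counts rounded to whole numbers, with TMM normalization, its default filter on low counts (14828 genes kept), robust quasi-likelihood dispersions and 1 fit for all 25 samples. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. The standard errors given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. They therefore restate that test and are no separate measure of the spread between dogs. A gene was called when the adjusted p was under 0.05, the fold change at least 2 and the mean FPKM over 10 in at least 1 of the 2 groups compared. The fit and its adjusted p under 0.05, without the limits on fold change and FPKM, were tested on simulated data with 200 changed genes. These genes were well counted and changed by more than 2-fold. Of them, 180 (90%) passed in CAA against HGIN and 185 (92.5%) in CAA against COSCC, with 8 and 6 of the unchanged genes. In COSCC against HGIN, simulated without any change, 1 gene of 14716 passed. Each gene was simulated with the same dispersion in all 3 groups. In the data the biological coefficient of variation was 0.7337 in COSCC and 0.4285 in CAA. The simulation therefore does not test how unequal variation affects the calls. Single genes were compared with two-sided exact permutation tests of log2(FPKM + 0.1), over all 6188 splits of CAA and HGIN samples, 1287 of COSCC and HGIN and 125970 of CAA and COSCC, in Python 3.11.15 with NumPy 2.4.6. Samples were clustered with DESeq2 1.42.0 variance-stabilized counts, prcomp and hclust (Euclidean distance, ward.D), and groups were compared by permutational analysis of variance in vegan 2.7.1. The genes of Fig. 6A were tested as a list with camera and fry of limma 3.58.1, and the row-scaled values of its genes were averaged per sample.

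The rule for the genes named covers every gene the paper names in its text, Table 2, Fig. 1, Fig. 3 and Fig. 6A that could be matched to an identifier, and up to 5 genes with a symbol in each direction with the largest log2 fold change among the called genes whose 2 groups do not overlap, for CAA against HGIN and CAA against COSCC. A gene that this rule selects is not reported here. Of the 55 genes the paper names there, 42 were matched, and those named only in Fig. 6A are reported together as a list and not by name. Symbols came only from the paper's tables of differentially expressed genes, which pair 1539 of their 1653 identifiers with a symbol. Alternatives changed 1 choice at a time: the test (DESeq2, or limma on log2(FPKM + 1)), the normalization (RLE), the filter on low counts, the groups in the fit, sex as a covariate, the minimum FPKM, the minimum fold change, the pseudocount, the genes used for clustering, the list test, and each of the 25 samples left out in turn. GSEA, Ingenuity Pathway Analysis and the custom gene sets of tooth development and of AM were not analysed here, and neither were the qPCR, IHC and mutation data. Other gene lists set for this work were not tested, since under 80% of the genes of each had an identifier through the tables, and gene families were not tested because the symbols in the tables cover only genes the paper called. The variation of the qPCR control gene was not analysed here for the same reason. The list of genes of Fig. 6A had 31 of 38 matched.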

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

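The tests of tissue identity and library size for HGIN case 27 were chosen only after its values had been seen, and the remaining tests in this part before their results were seen, although the limits by which those of COSCC case 19 were read were set afterwards. In 46 groups of 5 or 8 samples, the gap between the farthest sample and its neighbor was set against the range of the group. These were the HGIN and COSCC values of 21 genes on the log2(FPKM + 0.1) scale, of the library totals and of the mean score of the Fig. 6A genes. In 5 of the groups this gap exceeded the 95% limit of Dixon's test (0.71 for 5 samples and 0.526 for 8), where chance gives 2.3.

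HGIN case 27 was set apart in 3 of the 5. It had the lowest KRT3 of the HGIN samples (1210 FPKM against 4932 to 7375, a gap of 0.777 of the range), the highest SPP1 (160.6 FPKM against 0.724 to 3.56, a gap of 0.717) and the highest MMP13 (67.9 FPKM against 4.26 to 8.36, a gap of 0.759). Its library held 13579608 fragments, the median of the HGIN libraries, which argues against library size. A mislabelled CAA sample is argued against by the genes called between CAA and HGIN without this sample, of which 30.49% lay on the CAA side of the midpoint in case 27, against 6.298% to 15.42% in the other HGIN samples and 78.9% or more in each CAA sample, each scored with the genes called without it. A mislabelled COSCC sample or tumor tissue within the sample was not excluded. Of the genes called between COSCC and HGIN without case 27, 35.62% lay on the COSCC side, including 51.1% of those lower in COSCC, where COSCC case 19 had 36.4% in all and the other HGIN samples at most 18.8%. The estimated share of gingiva was 0.925 from the genes higher in COSCC and 0.26 from those lower in COSCC. The dog was 0.3 years old, while the other HGIN dogs were 3, 5 and 10 years old and 1 had no age given, and age stays open as an untested biological explanation. Without this sample the log2 fold change of CAA against HGIN was 7.63 for SPP1 (adjusted p = 0.00861 from edgeR, against 0.0198 to 0.15 over the alternatives with all samples) and 3.13 for MMP13.

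MSX2 was highest in COSCC case 19, at 34.7 FPKM against 2.28 to 6.69 in the other COSCC samples, a gap of 0.609 of the range, and the HGIN samples lay between 10.0 and 39.0 FPKM. Without this sample the log2 fold change of MSX2 in COSCC against HGIN went from -1.44 to -2.36, with an adjusted p of 0.0019 from edgeR, whereas it ran from 0.0537 to 0.174 over the alternatives with all samples. A mislabelled gingiva sample is not excluded. Of the genes called higher in the other COSCC samples, 46.79% lay on the COSCC side of the midpoint in case 19, and at most 29.51% did in any HGIN sample. Of the genes called lower, however, 13.1% did, within the HGIN range of 4.545% to 51.1%, and over all genes 36.4% did, next to the 35.6% of HGIN case 27. Gingiva within the tumor sample also remains a candidate explanation. As a mixture of gingiva and the other COSCC samples, case 19 would hold a gingiva share of 0.765 by the genes lower in COSCC and of 0.829 by the genes higher in COSCC. Gingiva in the sample cannot be told apart from a tumor that is itself closer to gingiva, because the estimate from the higher genes reached 0.933 in COSCC case 20, where that from the lower genes was -0.133.

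FN1 was lowest in HGIN case 37, at 2.10 FPKM, a gap of 0.753 of the range. The 149 fragments counted on FN1 in this library, against 1700 to 4512 in the other HGIN libraries, are too many for counting error to explain the distance, although the library was the smallest of the HGIN libraries, with 9148081 fragments. Age, site and tissue composition of this biopsy were not tested and stay open. Without case 37 the log2 fold change of FN1 in CAA against HGIN was 1.65, and the number of genes called between COSCC and HGIN fell from 973 to 631.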

How the results depend on the processing

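The main test, its thresholds and all alternatives except those with a minimum FPKM of 2 or no minimum FPKM were chosen before the data were examined, and these latter were chosen after seeing the data. No paired analysis was possible because each sample came from a different dog.

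Within 1.5 times the counts of genes called (1086 for CAA against HGIN, 973 for COSCC against HGIN and 291 for CAA against COSCC) were those from DESeq2, RLE normalization, no filter on low counts, sex as a covariate and a mean FPKM over 10 in any of the 3 groups, from 1030 to 1231, from 863 to 1146 and from 218 to 383 genes. So were limma on log2(FPKM + 1) for both comparisons with HGIN (1085 and 859) and the fits of only the 2 groups compared for CAA against HGIN and CAA against COSCC (1311 and 212). With a mean FPKM over 1 the counts were 2198, 2002 and 591, with no minimum fold change 2292, 1751 and 829, and with a test against a 2-fold change 197, 168 and 20, as these settings change which genes can pass. In the same way, a mean FPKM over 2 gave 1970, 1766 and 521 genes, and no minimum FPKM gave 2396, 2169 and 664. The balance of directions also moved: in CAA against HGIN 52.6% of the genes called were higher in CAA, against 67.5% with a mean FPKM over 1 and 34.1% with no minimum fold change. In COSCC against HGIN 76.8% were higher in COSCC, against 59.4% with limma and 56.0% with no minimum fold change. The share rose to 83.4% with a mean FPKM over 1 and to 92.3% with a test against a 2-fold change. In a fit of only COSCC and HGIN 191 genes were called, and with limma 165 were called between CAA and COSCC, of which 80.6% were higher in CAA, against 26.5% with edgeR. Tests of these 2 changes are given among the other observations.

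Leaving out each of the 25 samples in turn gave from 814 (without HGIN case 37) to 1171 (without COSCC case 36) genes for CAA against HGIN, from 631 (without HGIN case 37) to 1260 (without COSCC case 19) for COSCC against HGIN, and from 212 (without CAA case 5) to 413 (without COSCC case 36) for CAA against COSCC. Of these totals only the 631 was beyond 1.5 times the full count. By direction, 4 counts were: in COSCC against HGIN 482 higher and 149 lower without HGIN case 37 (747 and 226 with all samples) and 388 lower without COSCC case 19, and in CAA against COSCC 118 higher without COSCC case 36 (77 with all samples). The cause was not tested.

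The tests of the Fig. 6A genes against HGIN are not weighed here, since the genes were picked on these samples. Between CAA and COSCC the adjusted p of the list, 0.0273 with limma's camera, was 0.342 with fry and 0.444 with an estimated correlation, and it was 0.0241 with RLE normalization and from 0.0265 to 0.0313 without 1 HGIN sample. The estimated correlation between the genes was 0.315, far above the preset value of 0.01, which by construction raises the p of camera, while for fry the cause was not tested. The similarity of the 2 tumors, a Pearson correlation of 0.81 across genes, was 0.6822 on average when the comparisons shared no HGIN sample and each had fewer of them, and 0.81 both with a mean FPKM over 1 and with log2 ratios of mean FPKM. For the sample clustering, the variance shares of the groups and their calls in the permutational analysis of variance held with 500 or 2000 genes, with genes of mean FPKM over 10 and with log2(FPKM + 1), although the samples in a cluster led by their own group ranged from 20 to 23 of 25.

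Over 59 comparisons of single genes, RLE normalization and no filter on low counts changed no call or direction, log2 ratios of mean FPKM, which have no test, changed no direction, and neither did a pseudocount of 1 or 0.01 in the permutation tests. DESeq2, limma, the fits of 2 groups and sex as a covariate changed 26 calls or directions: 12 became weaker, 12 stronger and 2 reversed. ODAM in CAA against HGIN was -0.2196 with sex as a covariate (main value 0.24) and TNFRSF11B in COSCC against HGIN was -0.2818 with limma (main value 0.63), neither of them past the threshold with any setting, and the cause was not tested. With 1 sample left out, 42 of the 59 kept their call in all 25 fits, as did 32 of the 40 that were past the threshold with all samples. Besides the 4 genes named beside Table 2 for COSCC against HGIN, adjusted p-values from edgeR rose above 0.05 for KRT3 in CAA against HGIN without HGIN case 25 or 37 (0.0539 and 0.0512), for VIM without HGIN case 37 (0.0507), for SFRP2 in CAA against COSCC without COSCC case 36 (0.0646) and for TNFRSF11B in CAA against COSCC without COSCC case 21 or 22 (0.0518 and 0.0522). Over the alternatives these ran from 0.00121 to 0.0371 for KRT3, from 0.000839 to 0.0157 for VIM, from 0.00357 to 0.117 for SFRP2 and from 0.00246 to 0.0576 for TNFRSF11B. In the other direction, PNOC in CAA against COSCC passed without COSCC case 20 (0.00496, with alternatives from 0.0174 to 0.705), and SPP1, MMP2, MSX2, ODAM and KRT3 passed in fits whose values are given with the single samples or with the paper's values. The sign changed for ODAM only: in CAA against HGIN it ran from -0.07945 (without HGIN case 28) to 3.864 (without HGIN case 27), with 5 fits below 0, and in COSCC against HGIN from -4.219 (without COSCC case 24) to 0.8433 (without HGIN case 27). Without COSCC case 24, ODAM in COSCC against HGIN had an adjusted p of 0.04 from edgeR, while its alternatives with all samples ran from 0.103 to 0.346.

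The depth limits the genes with few fragments in a group, as for ODAM, with no fragment in 3 COSCC libraries, and SCUBE3, with 3 to 25 fragments in HGIN. The alternative for the qPCR control gene was not run, since the gene was not analysed here.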

Differences from the paper's values

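Of the genes called between CAA and COSCC, 77 were higher in CAA here, against the paper's 142. Among the alternatives set before the data were examined, DESeq2 gave 121, limma on log2(FPKM + 1) 133, a mean FPKM over 1 180, no minimum fold change 184, and the fits without COSCC case 19, 20 or 36 gave 100, 95 and 118, each within 1.5 times the paper's value. RLE normalization (77), no filter on low counts (83), fits of only the 2 groups (69), sex as a covariate (69), a mean FPKM over 10 in any of the 3 groups (78), a test against a 2-fold change (9) and the other fits that left out 1 sample did not close the gap. A mean FPKM over 2 gave 161 and no minimum FPKM gave 212, both chosen after seeing the values.

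The paper's tables of differentially expressed genes hold log2 fold changes equal to the log2 ratio of mean FPKM, with a largest gap of 3.4e-05, and the lowest mean FPKM of the higher group in them is 2.03 for CAA against HGIN, 2.03 for COSCC against HGIN and 2.09 for CAA against COSCC. The tables as used here hold 1194 genes of the paper's 1195 for CAA against HGIN and 897 of its 898 for COSCC against HGIN. In them, 359, 269 and 115 genes have a mean FPKM from 2 to 10 in that group, whereas the methods set the limit for expressed genes at an average over 10, which was used here. Of the genes in the tables that were tested here, 1027 of 1194, 779 of 897 and 250 of 413 had an adjusted p under 0.05 from edgeR, and all had the same direction.

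The paper lists SPP1, MMP1, MMP2 and MMP13 as differentially expressed in CAA against HGIN, and here their adjusted p-values were 0.128, 0.236, 0.0934 and 0.396 from edgeR. SPP1 passed with DESeq2 (0.0198), with limma (0.0282) and without HGIN case 27 (0.00861), in a range of 0.0198 to 0.15 over its alternatives. MMP2 passed with DESeq2 (0.0437), with fits of only the 2 groups (0.037), with limma (0.0347) and without HGIN case 26 (0.0262), in a range of 0.0347 to 0.104. No alternative and no fit without 1 sample passed for MMP1 (0.0571 to 0.26 over the alternatives) or MMP13 (0.173 to 0.429). For COSCC against HGIN the paper lists IL13RA2 and ODAM, with adjusted p-values here of 0.119 and 0.152 from edgeR. IL13RA2 passed with DESeq2 (0.0337, in a range of 0.0337 to 0.55) and ODAM only without COSCC case 24 (0.04, with alternatives from 0.103 to 0.346).

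For CAA against COSCC the paper lists IL13RA2, KRT3, ODAM and SPP1, with adjusted p-values here of 0.15, 0.135, 0.129 and 0.0533 from edgeR. IL13RA2 passed with limma (0.00692, in a range of 0.00692 to 0.199), and KRT3 passed with DESeq2 (0.0278, in a range of 0.0278 to 0.392) and without CAA case 16 (0.0466). The log2 fold change of KRT3 depended largely on COSCC case 19, at 11520 FPKM. It was -3.86 with all samples and -0.886 without that sample. ODAM passed with limma (0.0169, in a range of 0.0169 to 0.136) and without COSCC case 24 (0.0489). SPP1 passed with DESeq2 (0.00594, in a range of 0.00594 to 0.481) and in the fits without CAA case 6, COSCC case 19, 20 or 21, or HGIN case 27 (0.029 to 0.0495). MSX2 is stated as overexpressed in CAA against HGIN, and its log2 fold change here was 0.61 with an adjusted p of 0.468 from edgeR, with no alternative past the threshold (0.323 to 0.552).

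The paper states that all samples clustered by tissue type, and here COSCC cases 19 and 21 fell in the cluster of the HGIN samples. No setting tried for the clustering placed all 25 samples in a cluster led by their own group (20 to 23 did). With the 500 most variable genes only case 19 stayed with HGIN, and case 21 joined the other COSCC samples and 4 CAA samples. The first 3 principal components held 26.6%, 13.6% and 9.13% of the variance, against the paper's shares of about 38%, about 14% and about 8.9% in Fig. 2A, read by eye. With the 500 most variable genes they held 38.1%, 13.9% and 8.88%.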

Other observations

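The tests of variation within CAA, of COSCC samples with high values, of gene length and of library size behind the spread of COSCC samples were chosen only after the result was seen. In the length test, the trend was at first subtracted together with its mean, and this was changed after the result was seen, so both forms are given. COSCC cases 19 and 21 were at first tested together, and the limits by which their tests and that of high COSCC values were read were set after the values were seen. Library size was first tested by correlation within groups, and thinning was added after that result.

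The numbers of genes called were compared with 100 regroupings of the samples of each comparison, the real grouping included, with the third group left as it was. In CAA against HGIN 1 of the 100 groupings, the real one, gave as many as 1086 genes, and the highest of the others gave 3. In COSCC against HGIN 1 of the 100 gave as many as 973, and the highest of the others gave 752, and in CAA against COSCC 1 of the 100 gave as many as 291, and the highest of the others gave 50. The medians of the other groupings were 0, 1 and 0 genes.

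Fewer genes were called between COSCC and HGIN without the CAA samples in the fit, 191 against 973. A candidate explanation is that CAA samples vary less between dogs, which lowers the shared estimate of variation. The biological coefficient of variation within CAA was 0.4285, just below that in HGIN (0.4426) and far below that in COSCC (0.7337). It was 0.5491 over all 3 groups and 0.6485 without CAA, consistent with that explanation. The fit without CAA also has fewer samples, and that part was not separated. As the 3 groups differ in variation, the shared estimate lies below that of COSCC, and the 973 genes of COSCC against HGIN depend more on this choice than the other counts.

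Of the genes called between CAA and COSCC, 214 of 291 were lower in CAA with edgeR and 32 of 165 with limma on log2(FPKM + 1). A few COSCC samples with high values may carry the COSCC mean of the genes lower in CAA. Over these 214 genes, the median ratio of the COSCC median to the COSCC mean was 0.578, and the highest COSCC sample held 39.9% of the COSCC sum at the median gene. For the 77 genes higher in CAA the same ratio within CAA was 0.939 and the share 14.8%. At the median gene, however, 4 of the 8 COSCC samples lay above every CAA sample, so the values do not decide whether a few samples carry the pattern. The highest COSCC sample was case 20 for 53 of the 214 genes, case 24 for 42 and case 23 for 41.

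COSCC cases 19 and 21 fell with the HGIN samples in the tree. A mislabelled gingiva sample stays open for case 19, with the shares given above. For case 21 it is argued against, as 56.01% of the genes called higher in the other COSCC samples and 53.1% of all genes called lay on the COSCC side of the midpoint, against at most 29.51% and 35.6% in HGIN, although the 44.95% of the genes called lower lay below the 51.1% of HGIN case 27. Gingiva within the tumor sample could not be excluded for either. For case 21 the estimated share of gingiva was 0.309 from the genes lower in COSCC and 0.74 from the genes higher in COSCC, a gap of -0.431 that lies within those of the other COSCC samples (-1.07 to -0.0638). As the 2 estimates part this far within the whole group, the test does not decide. The sites of the tumors, caudal maxilla for case 19 and rostral mandible for case 21, are each shared with other COSCC samples, and no biological explanation was tested.

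More genes were higher than lower in COSCC against HGIN (76.8% of 973), and gene length could shift counts between libraries. Across genes, the log2 fold change had a Spearman correlation with length of 0.0862 in COSCC against HGIN and 0.091 in CAA against HGIN, where genes are not independent replicates. After a trend on length was removed, 971 genes were called in COSCC against HGIN, of which 76.62% were higher, and in CAA against HGIN 1057 of the 1086 genes were called again. In the form tried first, which also subtracts the mean of the fit (0.39 in COSCC against HGIN and 0.22 in CAA against HGIN, for genes of any length), the share higher in COSCC was 55.7% of 1074 genes, and 999 of the 1086 genes of CAA against HGIN were called again. The p-values were not recomputed in either form. Gene length is thus argued against as the whole cause of either result, while the balance of directions in COSCC against HGIN depends on where the fold change of no change is set.

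The log2 fold changes of the 2 tumors against HGIN share the HGIN samples, which alone could correlate them. With no HGIN sample shared, the Pearson correlation across genes was 0.6822 on average, from 0.6342 to 0.7531 over 20 splits, which argues against shared controls as the whole cause. The correlation of 0.81 with shared controls was above each of the 20 simulations of unchanged groups (0.6252 to 0.6984), which gave every group the same dispersion. What the 2 tumors have in common against HGIN was not separated from what sets HGIN apart from any tumor.

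The farther distance of COSCC samples from their center than CAA samples was tested against library size. Within COSCC the distance fell with the number of fragments, in the direction that library size would give (Pearson's r = -0.473, Spearman's rho = -0.786, permutation test p = 0.0292, n = 8, with r = -0.862 without the 2 samples farthest from the median depth), and within CAA it did not (Pearson's r = 0.249, Spearman's rho = 0.294, permutation test p = 0.356, n = 12). With every library thinned to 8321275 fragments the distances were 65.3 ± 12.8 in CAA and 109 ± 22.1 in COSCC (exact permutation test, p = 1.59e-05), and 65.9 ± 16.3 in HGIN, whose median depth was the lowest of the 3 groups. Depth is thus argued against as the whole cause, and a wider range of tumor biology or of tissue content in COSCC stays open and untested.

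JUN (ENSCAFG00000018897), which the paper names as predicted to be active, was lower in both tumors at the level of its RNA. Its mean FPKM was 102.2 ± 44.0 (SD, n = 12) in CAA, 95.7 ± 30.3 (SD, n = 8) in COSCC and 454 ± 367 (SD, n = 5) in HGIN, with log2 fold changes against HGIN of -2.18 and -2.28 (adjusted p = 0.000371 and 0.00113 from edgeR). Of the 12 CAA samples, 6 lay below every HGIN sample, and 4 of the 8 COSCC samples did. Both calls held in each of the 25 fits that left out 1 sample and under each of the 6 alternatives.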
